# Apex1 safeguards genomic stability to ensure a cytopathic T cell fate in autoimmune disease models

**DOI:** 10.1172/JCI183671

**Published:** 2024-12-31

**Authors:** Xiang Xiao, Yong Du, Si Sun, Xiaojun Su, Junji Xing, Guangchuan Wang, Steven M. Elzein, Dawei Zou, Laurie J. Minze, Zhuyun Mao, Rafik M. Ghobrial, Ashton A. Connor, Wenhao Chen, Zhiqiang Zhang, Xian C. Li

**Keywords:** Autoimmunity, Immunology, Autoimmune diseases, T cells

## Abstract

T cells have a remarkable capacity to clonally expand, a process that is intricately linked to their effector activities. As vigorously proliferating T cell also incur substantial DNA lesions, how the dividing T cells safeguard their genomic integrity to allow the generation of T effector cells remains largely unknown. Here we report the identification of the apurinic/apyrimidinic endonuclease-1 (Apex1) as an indispensable molecule for the induction of cytopathic T effectors in mouse models. We demonstrate that conditional deletion of *Apex1* in T cells resulted in a remarkable accumulation of baseless DNA sites in the genome of proliferating T cells, which further led to genomic instability and apoptotic cell death. Consequently, *Apex1-*deleted T cells failed to acquire any effector features after activation and failed to mediate autoimmune diseases and allergic tissue damages. Detailed mutational analyses pinpointed the importance of its endonuclease domain in the generation of T effector cells. We provide further evidence that inhibiting the base repair activities of Apex1 with chemical inhibitors similarly abrogated the induction of autoimmune diseases. Collectively, our study suggests that Apex1 serves as a gatekeeper for the generation of cytopathic T cells and that therapeutically targeting Apex1 may have important clinical implications in the treatment of autoimmune diseases.

## Abstract 2

The DNA base excision repair pathway maintains the genomic stability of activated T cells, allowing their differentiation into cytopathic T effector cells in autoimmunity.

## Introduction

Autoimmune diseases are a significant issue in the clinic, affecting an estimated 50 million Americans. Thus, uncovering the fundamental mechanisms involved, along with the design of new therapeutic strategies, remains an important area of ongoing research. In essence, productive immune responses, including immune-mediated diseases, demand robust proliferation of antigen-specific T cells (1), in which vigorous DNA replication is one of the key events in propagation of daughter cells. However, DNA replication also exposes DNA bases (both purine and pyrimidine) to toxic oxidative metabolites, thus rendering them especially vulnerable to DNA base damage (2). This is mainly due to high levels of reactive oxygen species produced by the metabolically active T cells as well as the susceptibility of DNA bases to chemical modifications (3, 4). Moreover, DNA bases can also be extensively modified during spontaneous depurination upon productive T cell activation (2). Apparently, if left unrepaired, the damaged or modified DNA bases are capable of disrupting DNA base pairing (5), blocking DNA replication forks (6), and enabling DNA strand breaks and mutagenesis (2), events that may eventually lead to cellular dysfunctions or even cellular demise (7, 8).

A key question that remains to be addressed is how the highly proliferating T cells safeguard their genomic integrity to allow the generation of cytopathic T effector cells in a timely fashion. In many other cell types, especially tumor cells, the modified or damaged DNA bases are often promptly identified, removed, and replaced through a step-wise process called base excision and repair (BER), a frontline defense system that prevents genomic instability (7). In essence, once DNA bases are damaged or modified by whatever mechanisms, they are immediately identified and removed by a family of specific DNA glycosylases (9). However, the removal of such DNA bases subsequently generates baseless or apurinic/apyrimidinic (A/P) DNA sites in the genome (9). As the presence of A/P sites, especially in substantial numbers, threatens genomic stability and cell survival, such A/P sites must be repaired in a timely manner to prevent cellular demise or mutagenesis. Interestingly, one of the earliest identified molecules that recognize the A/P sites is Apex1, a molecule that possesses both DNA endonuclease activities and redox functions (10). Apex1 preferentially binds the A/P sites and stabilizes the baseless DNA structure in the genome, and at places where A/P sites are located, Apex1 selectively cuts the phosphodiester bonds in the deoxyribose-phosphate backbone via its DNA endonuclease activities, which transiently creates breaks in the DNA strands (11). Apex1 then recruits complex DNA repair molecules and activates diverse base repair pathways to remove the remaining deoxyribose fragments and restore DNA base integrity (12). Specifically, by recruiting DNA polymerases and DNA ligases to the A/P sites (13), Apex1 helps to reinstall brand new nucleotides at the A/P sites using the complementary DNA strand as a template, steps that are critical to the maintenance of the overall genomic integrity (14, 15).

In the immune system, however, the proliferation of activated T cells is extremely robust and dynamic; they are also under enormous oxidative pressure to become effector cells in a timely manner. Thus, the probability of producing large numbers of modified or damaged DNA bases is high in the proliferating T cells. In fact, certain estimates suggest that as many as 400,000 A/P sites can be generated per cell per day following T cell activation (11). Also, considering the presence of multiple DNA damage repair mechanisms (16), the question as to whether the BER pathway plays any roles in activated T cells, especially the role of Apex1 in the induction of cytopathic T effector cells, becomes an interesting and important question. In the present study, we took a multiplicity of approaches to demonstrate that Apex1 is indispensable in the generation of cytopathic T effector cells in models of autoimmune diseases. We provide further evidence that therapeutically targeting Apex1 with certain chemical inhibitors is highly efficacious in blocking immune-mediated diseases.

## Results

### Identification and conditional deletion of Apex1 for the study of T cell fate decisions.

To determine to what extent the genomic integrity is maintained in productively activated T cells, we firstly assessed the phosphorylation status of the histone variant 2A.X (H2A.X), which serves as a sensitive marker for DNA damage and repair response (17). We FACS isolated naive CD4^+^ T cells from wild-type C57BL/6 (WT B6) mice, activated them with anti-CD3/anti-CD28 in vitro, and stained for the phosphorylated form of H2A.X (i.e., γH2A.X at Ser139). As shown in Figure 1A, we observed that, as compared with the naive T cells, nearly all activated T cells expressed γH2A.X 2 days after activation, and levels of γH2A.X expression, as determined by the mean fluorescence intensity (MFI), were increased by greater than 6-fold over the naive controls (right panel), suggesting a substantial degree of DNA damage repair activities after T cell activation. RNA-seq analysis comparing activated CD4^+^ T cells versus the naive controls identified multiple molecular pathways, especially those involved in DNA replication and DNA base excision repairs, as the highly induced pathways upon T cell activation (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI183671DS1). 

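PolyA RNA was sequenced from 3 libraries of naive CD4+ T cells of WT B6 mice and from 3 libraries of CD4+ T cells activated with anti-CD3/anti-CD28 for 48 hours. The sample titles place the naive cells at day 0 and the activated cells at day 2. No library holds unstimulated cells kept in culture for 48 hours, so that activation and time in culture cannot be told apart. The legend of Fig. 1B describes the 3 libraries of each group as biologically independent replicates. The authors aligned the reads to the mouse genome (mm10) with HISAT2 2.0.5, assembled them with StringTie 1.3.3b and counted reads per gene with featureCounts 1.5.0-p3. The deposited table gives 1 value per library for each of 14379 genes. Its columns are headed FPKM and its sheet is named for ComBat, a method that removes differences between batches, and the values lie on a log2 scale between 1.17 and 15.01. In all 6 libraries, genes share a base value of 1.99, at which 688 to 923 genes stood in each library, and 2396 genes lay below it in at least 1 library. The legend of Fig. 1 also describes its results as pooled from independent experiments. Which library came from which experiment or batch, the pseudocount and the authors' filter on genes are not given in the sources used here, and the sequencing depth is unknown because the table holds no read counts. Genes were tested when they lay at least 1 linear unit above the base value in at least 3 libraries, which kept 10173 genes and left out 4206. Activated cells were compared with naive cells by limma on the deposited values, with the Benjamini-Hochberg adjustment, and a gene was called changed at an adjusted p under 0.05 and a change of at least 1.5-fold, the thresholds of the paper. If the base value reflects a pseudocount, it makes these log2 fold changes smaller than the true change for genes expressed at low levels.

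Naive replicates 1 and 2 had identical values (within 1e-09) above or below the base value for 352 genes, as did activated replicates 2 and 3 for 670 genes, and no other pair of libraries shared any. The SD of the log2 difference across genes was 0.14 between naive replicates 1 and 2, and 0.30 and 0.33 between these and naive replicate 3. Between activated replicates 2 and 3 it was 0.09, and between these and activated replicate 1 it was 0.26 and 0.26. All 6 libraries differed from each other and were counted as separate samples. In simulated data with 3 libraries against 3, in which 200 genes changed, the test called 22% of genes changed 1.5-fold, 86% of those changed 2-fold, 98% of those changed 4-fold and 100% of those changed 8-fold. A gene with a small change could thus be missed. These shares are not the sensitivity in the real data, where far more genes changed and the adjustment is less strict. Genes simulated at 1.5-fold also lie on the fold threshold itself, so that many miss it whatever their spread. Gene lists were written from general knowledge, because the lists of KEGG itself were not used here.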

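Genes of DNA replication and of base excision repair were higher in activated CD4+ T cells than in naive CD4+ T cells. Of 35 DNA replication genes, 31 rose, 0 fell and 4 did not pass the test. The largest log2 fold changes in this group were 3.04 (standard error 0.14) for *Rfc5*, a subunit of the clamp loader, 2.89 (standard error 0.15) for *Mcm5*, a subunit of the replicative helicase, 2.88 (standard error 0.17) for *Lig1*, which joins newly made DNA fragments, and 2.84 (standard error 0.17) for *Rpa2*, which binds single-stranded DNA. Of 32 base excision repair genes tested, 22 rose, 2 fell and 8 did not pass the test. Both sets of counts were the same when adjusted over the list alone, which is not independent evidence, since the paper drew these pathways from the same libraries.

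*Ung* encodes the glycosylase that removes uracil from DNA and lies on chromosome 5 of GRCm38/mm10 from 114130386 to 114139323. Its log2 expression was 2.83 ± 0.27 (SD, n = 3) in naive cells and 5.08 ± 0.14 (SD, n = 3) in activated cells, a log2 fold change of 2.24 (standard error 0.16, adjusted p = 2.1e-06 from limma). *Tdg*, the thymine DNA glycosylase on chromosome 10 from 82629828 to 82650799, rose by 1.94 on the log2 scale (standard error 0.17, adjusted p = 8.2e-06 from limma). Of the 10 DNA glycosylases tested, 7 rose and 0 fell, with the same counts adjusted over the list alone. Besides *Ung* and *Tdg* these were *Neil3*, with a log2 fold change of 1.27, *Ogg1*, which removes oxidized guanine, with 1.18, *Mpg* with 0.97, *Nthl1* with 0.92 and *Mutyh* with 0.89. *Parp1*, which binds DNA strand breaks, had a log2 fold change of 1.27, *Parp2* had 0.86 and the chromatin protein *Hmgb1* had 1.12. The replicative polymerase subunit gene *Pold1* rose from 4.09 to 6.19 (means of 3 libraries each), and the repair polymerase gene *Poll* rose by 1.17 on the log2 scale. *Xrcc1*, a scaffold of the repair complex, rose by 0.68, but its change was below 1.5-fold under upper-quartile scaling (log2 fold change 0.57) and without naive replicate 3 and activated replicate 1, a fit added after seeing the data (0.52). *Parp4* fell by 1.48 on the log2 scale and *Parp3* fell by 0.77. Among the members that did not pass, the log2 fold change was 0.57 for *Mbd4*, 0.48 for *Lig3*, 0.38 for *Apex2*, 0.17 for *Polb*, -0.07 for *Smug1* and -0.20 for *Neil1*. *Neil2* lay below the filter on low values. *Mbd4*, *Lig3* and *Apex2* were called higher when a pseudocount of 0.1 or 0.5 was used on the values above the base value, and *Mbd4* also without naive replicate 1 or without activated replicate 3 (log2 fold change 0.60 in each).

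Chance would place 10.9 higher genes in the DNA replication list and 9.99 in the base excision repair list, and a one-sided Fisher's exact test gave adjusted p values of 3.2e-11 and 5.1e-05. The camera test of limma, with a preset correlation between genes, gave adjusted p values of 1.5e-08 for DNA replication and 2.3e-04 for base excision repair, both upward. With an estimated correlation, adjusted p = 0.47 for each list (before adjustment, p = 0.036 and 0.15 in the camera test). No gene list passed in that version, not even ribosome biogenesis, where 41 of 43 genes rose. With 6 libraries it thus could not decide for or against a list. Some base excision repair genes also belong to DNA replication. Of the 21 that do not, 13 rose and 2 fell, also when adjusted over the list alone (adjusted p = 0.0075 in the same test, but 0.056 with a 2-fold threshold and 0.11 with all changed genes in place of the higher ones, range over the alternatives set in advance 4.6e-04 to 0.11). In the camera test, adjusted p = 0.59 with an estimated correlation for the unshared base excision repair genes and for the glycosylases. In naive replicate 3, the base excision repair list had a median log2 difference of -0.13 from the mean of the other naive libraries, the unshared members had one of -0.20 and the glycosylases had one of -0.31. The paper states from its own enrichment analysis that both pathways were highly induced, after proposing from the staining for γH2A.X that DNA damage repair is active after T cell activation (Fig. 1A).

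**Figure D1:**
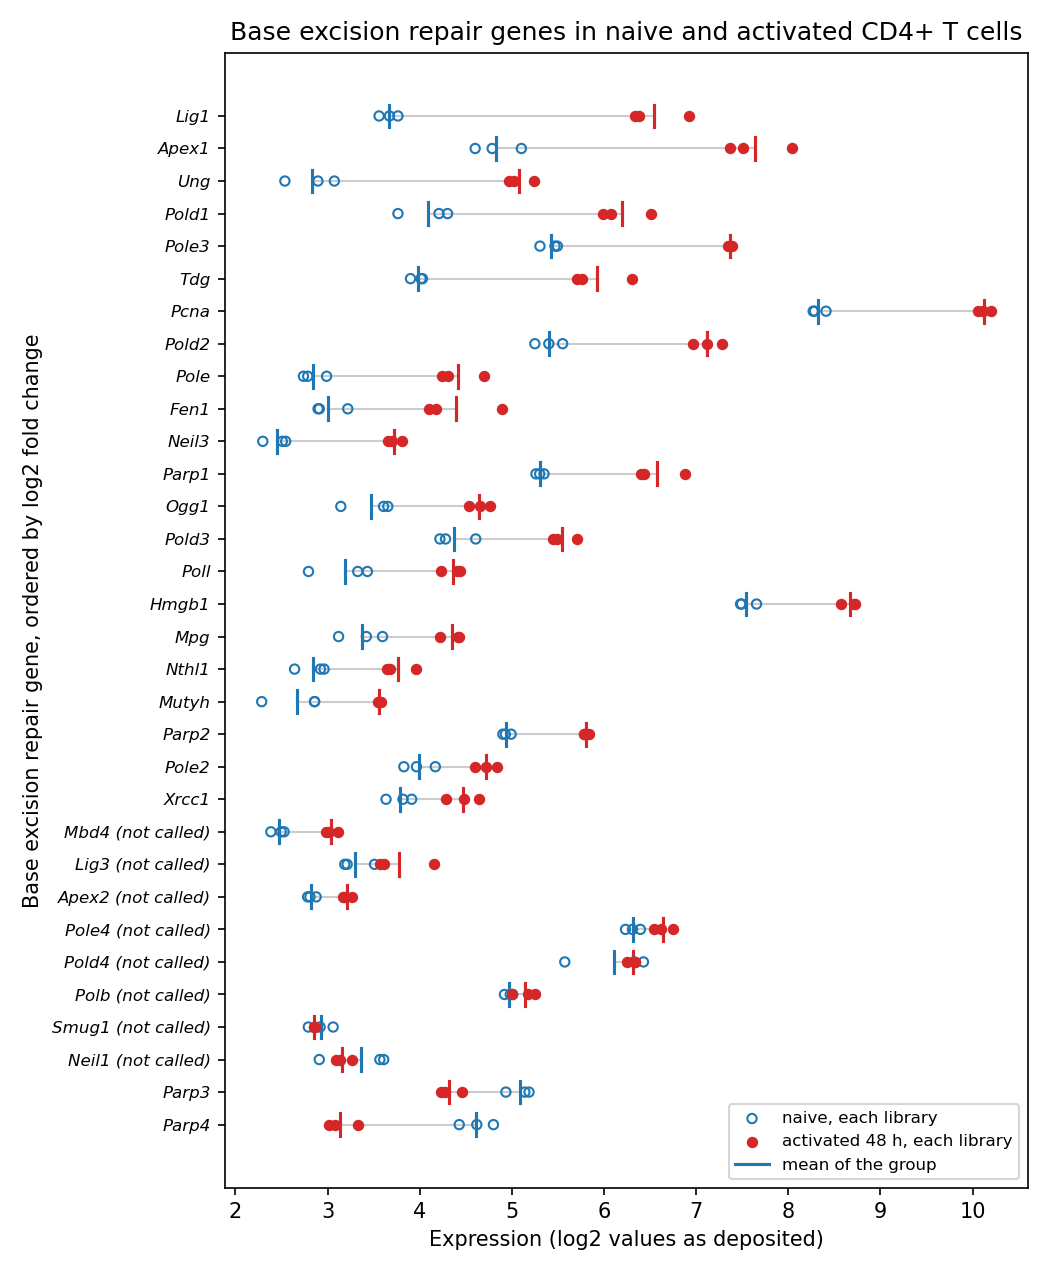
Log2 expression of the 32 base excision repair genes tested, 1 line per gene, ordered by log2 fold change. Points are the 3 naive and 3 activated libraries, vertical ticks are group means and "not called" marks the 8 genes that did not pass the test. Among the called genes, 22 lie to the right in activated cells, and *Parp3* and *Parp4* lie to the left. Some genes not called, such as *Mbd4*, *Lig3* and *Apex2*, also lie to the right.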

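*Apex1* encodes the endonuclease that cuts DNA at A/P sites during base excision repair. Its log2 expression rose from 4.83 ± 0.25 (SD, n = 3) in naive CD4+ T cells to 7.64 ± 0.36 (SD, n = 3) in CD4+ T cells activated for 48 hours, a log2 fold change of 2.81 (standard error 0.20, adjusted p = 2.4e-06 from limma). This is 7.00-fold on the deposited scale, and the ratio of the linear values above the shared base value was 8.05. Naive libraries lay between 4.60 and 5.10 and activated libraries between 7.37 and 8.04, so that every activated library was above every naive library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).

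Among the 88 tested genes of the DNA replication, base excision repair, mismatch repair and nucleotide excision repair lists together, *Apex1* ranked 35 by its level in naive cells and 5 by its level in activated cells. The genes above it in activated cells were the sliding clamp *Pcna* at 10.12, *Hmgb1* at 8.67, and the helicase subunits *Mcm3* at 7.78 and *Mcm6* at 7.66. *Pcna*, *Mcm3* and *Mcm6* are named for this rank, after their values were seen, and the levels of *Mcm3* and *Mcm6* were within 1 SD of that of *Apex1*. By log2 fold change *Apex1* ranked 5 of these 88 genes, after *Rfc5*, *Mcm5*, *Lig1* and *Rpa2*. Within base excision repair alone it ranked 3 of 32 by activated level and 2 by change. Over all genes tested it ranked 624 by activated level and 178 by change. Activated replicate 1 and naive replicate 3, which stand apart from the other libraries of their groups, differed by 3.44 on the log2 scale in *Apex1*, and the means of the other libraries differed by 2.49.

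*Apex1* lies on the plus strand of chromosome 14 of GRCm38/mm10 from 50924968 to 50927139. The gene *Pip4p1* on the minus strand overlaps it by 1072 bases from end to end of the genes. Reads on exons of both genes cannot be assigned where counting does not use the strand. The exons of *Pip4p1* were not looked at, so that the length of such shared sequence is unknown. *Pip4p1* had a log2 fold change of 0.37 (standard error 0.19, adjusted p = 0.10 from limma). Of the other neighbors, *Osgep* had a log2 fold change of 0.31 and did not pass the test, and *Pnp* rose by 0.72. These neighbors were looked up because of their position.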

Interestingly, *Apex1* was identified as one of the highly expressed genes among those pathways (Figure 1B). Flow cytometry analysis using an Apex1-specific monoclonal antibody further confirmed the expression of Apex1 in activated CD4^+^ T cells, either in relative percentage or in MFI (Figure 1C).

To definitively study the role of Apex1 in regulation of T cell activities, we floxed the *Apex1* allele, which involved the insertion of 2 *loxP* sites into the *Apex1* allele flanking the exons 2 and 3 (Figure 1D), and generated *Apex1^fl/fl^* mice. Thus, the Cre-mediated recombination would result in the deletion of exons 2 and 3, thereby disrupting *Apex1* gene expression in targeted mice. We then crossed *Apex1^fl/fl^* mice with *Cd4^Cre^* mice and generated *Apex1^fl/fl^Cd4^Cre^* mice, in which *Apex1* was selectively deleted in all T cells. In immunoblot assays, we confirmed the deletion of Apex1 in anti-CD3/anti-CD28–activated *Apex1^fl/fl^Cd4^Cre^* T cells (Figure 1E). We observed that the adult *Apex1^fl/fl^Cd4^Cre^* mice were healthy, bred normally, and showed no apparent abnormalities as compared with the WT B6 mice (data not shown). Flow cytometry analysis of thymocytes from control (i.e., WT B6, *Apex1^fl/fl^*) and *Apex1^fl/fl^Cd4^Cre^* mice demonstrated similar staining profiles (Figure 1F), with all thymocyte subsets present in a comparable manner, either in relative percentage or the absolute cell numbers (Figure 1F), suggesting that conditional deletion of *Apex1* in T cells unlikely impacts intrathymic T cell development. We also analyzed the spleen and peripheral lymph nodes of age-matched controls and *Apex1^fl/fl^Cd4^Cre^* mice and observed that all the CD4^+^, CD8^+^, and Foxp3^+^ Treg subsets were also comparable in the spleen (Figure 1G), as well as in the peripheral lymph nodes (Supplemental Figure 1B). In a bone marrow chimeric model, in which the WT B6 (CD45.1) and *Apex1^fl/fl^Cd4^Cre^* (CD45.2) bone marrow cells were used to reconstitute the lethally irradiated syngeneic hosts, we observed a certain degree of competitive disadvantage of the *Apex1^fl/fl^Cd4^Cre^* T cells in reconstituting the host spleen and lymph nodes (Supplemental Figure 1C). Collectively, these data suggest that conditional deletion of *Apex1* in T cells does not appear to alter the intrathymic T cell development.

### Conditionally Apex1-deleted mice are protected from autoimmune and allergic tissue damages.

To examine the impact of conditional *Apex1* deletion on the induction of immune-mediated diseases, we initially used an experimental autoimmune encephalomyelitis (EAE) model, in which damage to the CNS is mediated primarily by Th1/Th17 effector cells (18). Briefly, we immunized control and *Apex1^fl/fl^Cd4^Cre^* mice with the myelin oligodendrocyte glycoprotein (MOG) in complete Freund’s adjuvant and monitored for clinical signs of EAE. As shown in Figure 2A, all control mice (both WT B6 and *Apex1^fl/fl^* mice) exhibited prominent clinical signs of EAE, starting on day 10 after immunization and then becoming progressively worse, and by day 18, all the control mice were immobile and moribund. In striking contrast, the MOG-immunized *Apex1^fl/fl^Cd4^Cre^* mice were completely protected, and none of them showed any clinical signs of EAE, which was a surprising outcome. Moreover, tissue histology (H&E) revealed extensive lymphocytic infiltration in the spinal cord of control mice 18 days after MOG immunization, which was associated with substantial tissue damage (Figure 2B). Moreover, Luxol fast blue staining of the spinal cords also revealed extensive demyelination (Figure 2B), pathologies that were consistent with the clinical presentation of EAE. Interestingly, such tissue pathologies were not observed in the immunized *Apex1^fl/fl^Cd4^Cre^* mice (Figure 2B). We also retrieved tissue-infiltrating cells from the spinal cords of MOG-immunized mice and assessed their effector phenotypes by flow cytometry. As shown in Figure 2C, we found that abundant CD4^+^ T cells could be readily recovered from the immunized control mice and a substantial fraction of them (~45%) expressed IFN-γ, IL-17A, and GM-CSF, cytokines that are associated with Th1/Th17 effector cells (19). In contrast, very few CD4^+^ T cells were recovered from the immunized *Apex1^fl/fl^Cd4^Cre^* mice, and most of them retained a quiescent phenotype (Figure 2C and Supplemental Figure 2, A–C). Similarly, in the immunized control mice, the CD8^+^ T cells from the spinal cords also expressed an effector phenotype, but very few CD8^+^ T cells were ever recovered from the immunized *Apex1^fl/fl^Cd4^Cre^* mice (Supplemental Figure 2D). Altogether, these data suggest that in the absence of Apex1, T cells fail to become cytopathic effectors in this model.

To ascertain that the protection afforded by *Apex1* deletion is not unique to EAE, we then examined the role of *Apex1* deletion in a model of allergic lung inflammation, in which the tissue damage relies on the induction of Th2 effector cells (20). We firstly sensitized WT B6 control and *Apex1^fl/fl^Cd4^Cre^* mice with ovalbumin (OVA) in alum, followed by challenging them with aerosolized OVA 21 days later (Figure 2D). As shown in Figure 2E, this protocol consistently induced severe allergic lung inflammation in the control mice, characterized by focal cellular infiltration, prominent airway thickening, and marked proliferation of mucin-producing cells in the airway epithelia, changes that were completely absent in the *Apex1^fl/fl^Cd4^Cre^* mice (Figure 2E). The compiled lung pathologic scores comparing OVA-sensitized and challenged control and *Apex1^fl/fl^Cd4^Cre^* mice demonstrated striking differences (Figure 2F). We also isolated lymphocytes from the airspace of both control and *Apex1^fl/fl^Cd4^Cre^* mice via bronchoalveolar lavage (BAL) and analyzed their cytokine profiles by flow cytometry. As expected, a substantial number of CD4^+^ T cells could be recovered from the control mice, and a substantial fraction of them expressed high levels of IL-4, IL-5, and IL-13 (Figure 2G), cytokines that are typically associated with Th2 cells (21). In contrast, such Th2 cytokines were barely detectable in CD4^+^ T cells from the *Apex1^fl/fl^Cd4^Cre^* mice (Figure 2G). We also detected large numbers of eosinophils in the BAL of control mice, which were completely absent in OVA-sensitized *Apex1^fl/fl^Cd4^Cre^* mice (Supplemental Figure 2E).

We also deleted *Apex1* in MRL/Mp^lpr/lpr^ (*Lpr*) mice, which are known to develop systemic lupus–like disease involving abnormal activation of Tfh cells (22), and found that deletion of *Apex1* (*Lpr*-*Apex1^fl/fl^Cd4^Cre^*) completely inhibited the lupus phenotype (Supplemental Figure 3A). In fact, while the control *Lpr*-*Apex1^fl/fl^* mice progressively developed systemic lupus and died at 24 weeks of age (~75% death rate), all the *Apex1*-deleted *Lpr* mice (*Lpr*-*Apex1^fl/fl^Cd4^Cre^*) survived long term (Supplemental Figure 3A). Additionally, the control *Lpr*-*Apex1^fl/fl^* mice showed proteinuria at 16 weeks of age (Supplemental Figure 3B), which was associated with marked lymphocytic infiltration in the kidney and extensive glomerular damage (Supplemental Figure 3C). Furthermore, analysis using protein chip assays demonstrated increased levels of autoantibodies against a wide spectrum of autoantigens in the control *Lpr*-*Apex1^fl/fl^* mice (Supplemental Figure 3D). Strikingly, all those changes were not observed in the *Lpr*-*Apex1^fl/fl^Cd4^Cre^* mice (Supplemental Figure 3D). Collectively, these findings involving different disease models suggest that Apex1 plays a significant role in the control of cytopathic T cells in vivo.

### Conditional deletion of Apex1 in T cells results in genomic instability and apoptotic death of activated T cells.

To determine the mechanisms by which *Apex1* deletion impairs T effector cells, we again used the EAE model, in which the WT 2D2 (CD45.1^+/–^) and *Apex1*-deleted 2D2 cells (CD45.2^+^) were adoptively transferred into WT B6 hosts as a reporter cell population (Figure 3A). As the 2D2 cells (CD4^+^) carry a transgenic T cell receptor (TCR) that recognizes the MOG_35–55_ peptide, they can be tracked by staining the transgenic TCR (23), thus allowing real-time in vivo tracking of 2D2 cells for detailed analyses. Additionally, the 2D2 cells could also be labeled with the tracking dye CellTrace Violet (CTV) before adoptive cell transfer, such that their proliferation profiles in vivo could be precisely assessed in the same B6 hosts with or without MOG immunization (Figure 3A). As shown in Figure 3B, WT 2D2 cells proliferated vigorously in vivo in the B6 hosts, and up to 7 cell divisions could be clearly observed 4 days after MOG immunization. Of note, the 2D2 cells that had divided more than 4 times became a dominant cell population at this time (Figure 3B). The *Apex1*-deleted 2D2 cells, however, exhibited much impaired proliferation, especially after 4 cell divisions (Figure 3B). Interestingly, detailed assessments of A/P sites in the genome revealed that the WT 2D2 cells had barely detectable A/P sites in the genome regardless of cell divisions or the number of cell divisions, suggesting a robust A/P site repair mechanism exists in WT 2D2 cells. In stark contrast, the *Apex1*-deleted 2D2 cells displayed a remarkable accumulation of A/P sites, especially in cells that had divided more than 2 times, and as many as 3,000 A/P sites per million DNA base pairs were readily detected in *Apex1*-deleted 2D2 cells (Figure 3C). Moreover, the number of A/P sites in 2D2 cells was inversely associated with DNA damage repair activities, as demonstrated by the γH2A.X staining (Figure 3D). As compared with WT 2D2 cells, the *Apex1*-deleted 2D2 cells recovered from the same hosts failed to show significant γH2A.X staining (Figure 3D). Importantly, WT 2D2 cells in the B6 hosts consistently expressed high levels of IL-17A, IFN-γ, and GM-CSF following MOG immunization (days 8 and 12), confirming their differentiation into T effector cells, whereas the *Apex1*-deleted 2D2 cells showed minimal levels of such effector cytokines (Figure 3E). Similarly, WT 2D2 cells from the CNS of MOG-immunized B6 hosts expressed copious amounts of IL-17A, IFN-γ, and GM-CSF, whereas the *Apex1*-deleted 2D2 cells completely failed to do so (Supplemental Figure 2F).

In a different set of experiments, we co-transferred CTV-labeled WT (CD45.1) and *Apex1*-deleted CD4^+^ T cells (CD45.2) into lethally irradiated syngeneic B6 hosts (Figure 3F), in which the transferred T cells are known to undergo homeostatic proliferation (24). As shown in Figure 3G, the WT CD4^+^ T cells proliferated vigorously in vivo 9 days after adoptive cell transfer, and T cells that had divided 7 times became a dominant cell population. In contrast, the *Apex1*-deleted T cells showed minimal cell divisions. While the highly proliferating WT T cells also exhibited extensive DNA damage repair activities, as revealed by γH2A.X staining (Figure 3H), such DNA repair activities were not observed in the *Apex1*-deleted T cells (Figure 3H). Moreover, WT T cells had barely detectable levels of A/P sites regardless of cell divisions (Figure 3I), confirming that WT T cells possess intrinsic DNA base repair mechanisms. In contrast, the *Apex1*-deleted T cells showed a remarkable accumulation of A/P sites, especially in dividing T cells (Figure 3I). Furthermore, the *Apex1*-deleted T cells showed an increased expression of cleaved caspase-3 (the active form of caspase-3) as compared with the WT T cells (Figure 3J), which was correlated with enhanced annexin V expression by the *Apex1*-deleted T cells (Figure 3K). Together, these data suggest that the vigorously dividing T cells are capable of generating substantial numbers of A/P sites in the genome, and without timely repair of such A/P sites by Apex1, the activated T cells are committed to apoptotic cell death.

### Dependence of Apex1 endonuclease domain for the generation of T effector cells in vivo.

Apex1 is a multidomain and multifunctional molecule, showing both endonuclease (base repair) and redox functions (10, 25). Structurally, the amino acids critically involved in its endonuclease and redox functions have been well documented (Figure 4A) (26, 27). We therefore made a series of *Apex1* mutants, which selectively abolish its base repair versus redox activities, and then tested how such *Apex1* mutants would affect T cell proliferation, A/P site repairs, and effector differentiation in vitro and in vivo (Figure 4A). For this purpose, we transduced CD4^+^ T cells from *Apex1^fl/fl^Cd4^Cre^* mice with a control or retroviral vectors containing various *Apex1* mutants. As the retroviral vectors also contain a GFP reporter, the transduced T cells could be identified by GFP expression. The transduced T cells were allowed to proliferate for 7 days in the *Rag1^–/–^* hosts before all analyses (Figure 4B). As shown in Figure 4C, the *Apex1*-deleted T cells transduced with the full-length *Apex1* proliferated extensively in vivo, and almost all the transduced T cells divided more than 7 times, whereas those transduced with the control vector showed minimal cell divisions. Interestingly*, Apex1*-deleted T cells transduced with the endonuclease-dead *Apex1* mutants (i.e., H308A, E95Q/D209N or ED) failed to show any significant cell divisions, and the highly divided cell population was clearly absent. Interestingly, those transduced with the redox-dead mutant (C64A) proliferated extensively, exhibiting similar proliferation profiles as those transduced with the full-length *Apex1* (Figure 4C). Analysis of A/P sites in the transduced T cells showed that the accumulation of A/P sites was inversely correlated with levels of cell proliferation (Figure 4D), thus demonstrating the importance of the base repair domain of Apex1 in regulating T cell proliferation.

In another set of experiments, we prepared bone marrow stem cells from *Apex1^fl/fl^Cd4^Cre^* mice, transduced them with the *Apex1* mutants, and used them to reconstitute lethally irradiated *Rag1^–/–^* hosts. Here, bone marrow stem cells from WT B6 mice were included as a positive control (Figure 4E). Eight weeks after bone marrow reconstitution, we confirmed that all groups had comparable levels of T cell reconstitution in the periphery (data not shown). We then immunized the reconstituted *Rag1^–/–^* mice with MOG (in complete Freund’s adjuvant) for EAE induction. As shown in Figure 4F, the *Rag1^–/–^* mice reconstituted with WT B6 bone marrow cells developed severe EAE, as did *Rag1^–/–^* mice reconstituted with the full-length *Apex1* and the C64A mutant. In stark contrast, those reconstituted with control vector or the *Apex1* mutants H308A and ED were completely protected, showing no clinical signs of EAE (Figure 4F). Histologically, mice reconstituted with the full-length *Apex1* and the C64A mutant displayed extensive cellular infiltration and spinal cord damage, changes that were not observed in mice reconstituted with *Apex1* mutants H308A and ED (Figure 4G), thus demonstrating an unequivocal role of the DNA base repair domain of Apex1 in promoting cytopathic T effector cell activities in vivo. We also retrieved tissue-infiltrating cells from the spinal cord of reconstituted mice and analyzed them by flow cytometry. As shown in Figure 4, H and I, T cells from mice reconstituted with the full-length *Apex1* and C64A mutant (GFP^+^) expressed high levels IFN-γ, IL-17A, and GM-CSF, while those reconstituted with the H308A and ED mutants failed to do so, thus further demonstrating the importance of the DNA base repair function of Apex1 in cytopathic T effector cell activities.

### Chemical inhibitors suppressing A/P site repair activities of Apex1 inhibit the development of EAE.

We further examined whether chemical inhibitors of Apex1 would suppress the induction of EAE, focusing specifically on APX3330, a highly selective inhibitor of Apex1 redox functions with proven efficacy in diabetic retinopathy and anticancer activities (28, 29), and methoxyamine hydrochloride (MH), which is known to covalently bind to A/P sites, preventing Apex1 from installing new DNA nucleotides (30). We again immunized WT B6 mice with MOG in complete Freund’s adjuvant, followed by treatment of the immunized mice with vehicle control (DMSO), APX3330 (100 mg/kg, i.p., twice a day for 28 days), or MH (75 mg/kg, i.p., every other day for 14 days); groups of WT B6 mice were also left untreated until 7 days after immunization, allowing T cell priming to occur first, and then treated with MH (75 mg/kg, i.p., every other day for 11 days) (Figure 5A). All the recipient mice were monitored for the development of EAE. As shown in Figure 5B, all control mice developed severe clinical signs of EAE, as did the APX3330-treated mice. Strikingly, all the MH-treated mice were free from EAE, showing no marked clinical signs of the disease. Histologically, mice treated with MH exhibited normal spinal cord structure, with no cellular infiltration and tissue damage, which contrasted sharply with those of control or APX3330-treated mice (Figure 5C). Similarly, flow cytometry analysis of tissue-infiltrating cells from the MOG-immunized mice also revealed strong suppression of Th1/Th17 effector cells by MH treatment when compared with those treated with APX3330 (Figure 5, D and E). These data are consistent with the mutational analysis of Apex1 shown in Figure 4 and further support the importance of the DNA base repair activities of Apex1 in supporting T cell–mediated pathologies.

We performed additional experiments in which the MOG-immunized B6 mice were allowed to develop clinical signs of EAE first and then treated them with the Apex1 inhibitor MH to test whether MH could treat EAE. In this set of experiments, all the host mice exhibited clinical signs of EAE by day 13 and 14 after MOG immunization, showing clinical scores of 1 or 2, time points at which we started treating them with MH (Figure 6A). We observed that, while EAE in the control mice became progressively worse between day 14 and day 25 and reached a disease score of 3 or 4, the MH-treated mice showed a rapid EAE remission and faster recovery (Figure 6B). Flow cytometry analysis showed that CD4^+^ T cells accumulated in substantial numbers in the CNS of control mice, and approximately 30% of them were IFN-γ^+^ T effector cells, and treatment with MH substantially reduced the number as well as their effector activities in the CNS (Figure 6, C and D). In the draining lymph nodes, MH treatment also strongly inhibited the effector T cells (Figure 6, E and F). To further dissect the in vivo effect of MH on T cells, we again transferred CTV-labeled 2D2 cells (CD45.2) into WT B6 mice (CD45.1), followed by immunization of them with MOG and treatment with or without MH (Figure 6G). As shown in Figure 6H, the transferred 2D2 cells initially proliferated extensively in the host spleen and draining lymph nodes by day 7 and failed to survive in the CNS, spleen, and draining lymph nodes by day 22 following MH treatment (Figure 6I). Clearly, the striking effects of delayed MH treatment in suppressing EAE suggest that Apex1 is a promising therapeutic target in treatment of autoimmune diseases.

## Discussion

In the present study, we demonstrated that the A/P DNA endonuclease Apex1 acts as a gatekeeper for the induction of cytopathic T effector cells and highlighted the importance of A/P site repair activities, in which Apex1 plays a central role, in multiple autoimmune disease models and allergic inflammatory tissue damage. In various models and experimental conditions, we provided strong evidence that substantial numbers of A/P sites can be readily generated in the genome of T cells once they are productively activated and vigorously proliferating (not resting cells), in which Apex1 plays a non-redundant role in timely repair of such A/P sites to allow T effector cells to develop. This notion is supported by our findings that either conditional deletion of *Apex1* in T cells, point mutations of its endonuclease domain, or chemical inhibitors of its base repair activities consistently resulted in the accumulation of substantial numbers of A/P sites in T cells, especially in the highly proliferating T cells, followed by their commitment to apoptotic cell death. Thus, in models of autoimmune EAE, allergic tissue inflammation, and systemic lupus, in which diverse Th subsets are intimately involved (19), targeting the Apex1 molecule demonstrated a remarkable efficacy in suppressing the development of such diseases. It should be noted that our current study was focused exclusively on T cells; whether Apex1 also impacts other immune cell types, i.e., myeloid cells and B cells, especially in the in vivo models, and how Apex1 interacts with other base repair pathways (e.g., Apex2) in maintaining the genomic stability, warrant further investigation.

Our finding that the A/P sites serve as a focal point of control of cytopathic T effector cells is highly interesting and potentially important, especially when considering the presence of multiple DNA damage repair pathways in T cells (2, 16). Apparently, the generation of A/P sites, which can be substantial in activated T cells, constitutes a key checkpoint of T cell fate decisions, as their timely repairs allow cell survival and further effector differentiation, whereas their lack of repair results in the activation of cell death programs that promote apoptotic cell death of the activated T cells. The fact that Apex1 regulates this bifurcation makes Apex1 a promising therapeutic target in multiple autoimmune disease settings. However, it should be noted that the precise mechanisms that lead to the accumulation of A/P sites in the genome, how Apex1 itself is regulated in activated T cells, and how the accumulation of A/P sites is mechanistically linked to the T cell death program, especially the activation of apoptotic caspases, remain to be determined. Additionally, the exact mechanisms that endow Apex1 with the exceptional precision in identifying and repairing A/P sites, especially when considering the vast number of DNA bases in the genome (~3 billion base pairs), also remain to be clarified. Nevertheless, our studies provide important insights into the intricate steps involved in maintaining the DNA base integrity in cytopathic T effector cells, knowledge that can be exploited for therapeutic purposes in the clinic.

## Methods

### Sex as a biological variable.

Female mice at 11 weeks of age were used for the EAE experiments, unless otherwise indicated, because of their susceptibility to the induction of EAE and the early onset of the disease. But findings are expected to be of relevance to both sexes. Both male and female mice at 7–10 weeks of age were used for the rest of the experiments.

### Animals.

C57BL/6 (WT B6, CD45.2, stock 000664), B6.CD45.1 (stock 002014), *Rag1^–/–^* (stock 002216), *Cd4^Cre^* (stock 022071), MRL/Mpl^lpr/lpr^ (*Lpr*, stock 000485), and 2D2 TCR-transgenic mice (stock 006912) were purchased from The Jackson Laboratory. WT CD45.1^+/–^ mice were obtained by crossbreeding WT B6 with B6.CD45.1 mice. *Apex1^fl/fl^* mice were generated by Taconic-Artemis in consultation with our laboratory. Briefly, the mouse *Apex1* locus was firstly cloned from a RPCIB-731 BAC library and subsequently re-cloned into a basic targeting vector, placing an F3 site–flanked puromycin resistance cassette in intron 2 and a thymidine kinase cassette downstream of the 3′-UTR, as well as *loxP* site–flanked exon 3. 

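*Apex1* lies on the plus strand of chromosome 14 in the GRCm38/mm10 build, and its full-length reference transcript has 5 exons, of which 4 hold coding sequence. Exon 1 spans 50924968 to 50925029 and is 5' UTR. Exon 2 spans 50925213 to 50925324 and holds the first 55 coding bases, from 50925270. Exon 3 spans 50925517 to 50925704 and all of its 188 bases are coding. Exon 4 spans 50926161 to 50926353 (193 coding bases). Exon 5 spans 50926456 to 50927139, of which the first 515 bases are coding and the rest is the 3' UTR. Intron 2, where the methods place the puromycin resistance cassette, lies between exons 2 and 3. Exons 2 and 3, which the results section gives as flanked by loxP sites, hold 243 coding bases together, a multiple of 3, and exon 3 alone holds 188, which is not. Coding starts in exon 2, so that loss of both exons also removes the start codon. The multiple of 3 therefore does not mean that the reading frame is kept. The coding sequence gives a protein of 317 residues, of which residue 82 is the first encoded wholly after exon 3. *Pip4p1* lies on the opposite strand from 50926068 to 50930856 and overlaps exons 4 and 5, and not exon 2 or 3.

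**Figure D2:**
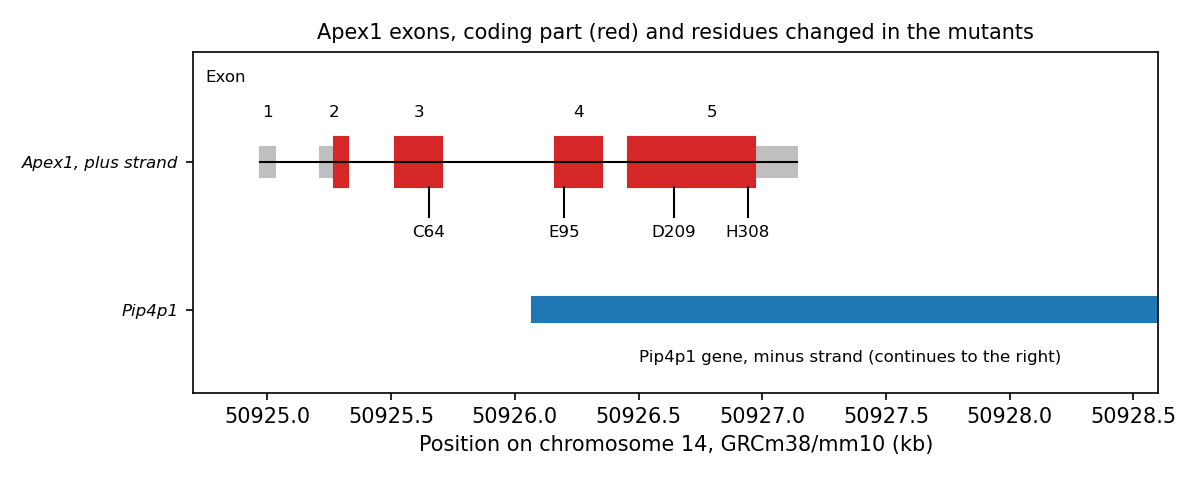
Map of the *Apex1* locus on chromosome 14 of GRCm38/mm10 (position in kb), with the 5 numbered exons of the full-length reference transcript in gray, their coding part in red, the 4 residues changed in the mutants of Fig. 4A as vertical ticks and the gene *Pip4p1* on the minus strand in blue. C64 lies in exon 3, E95 in exon 4, and D209 and H308 in exon 5.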

The targeted vector was confirmed by sequencing and the linearized DNA vector was electroporated into C57BL/6N embryonic stem cells, followed by puromycin selection (1 μg/mL) on day 2 and counter selection with ganciclovir (2 μM) on day 5 after electroporation. The targeted embryonic stem cell clones were isolated on day 8 and the targeted allele was confirmed by Southern blotting assays. Blastocysts were isolated from BALB/c females on day 3.5 postcoitum and 10–15 targeted C57BL/6NTac embryonic stem cells were injected into each blastocyst. After recovery, 6 injected blastocysts were transferred into pseudopregnant females. Chimeric offspring were determined by coat color contribution of embryonic stem cells to the BALB/c host (black/white). The chimeric mice were then bred to C57BL/6 females transgenic for the *Flp* recombinase gene to remove the puromycin resistance cassette in mice carrying the conditional knockout allele (*Apex1^fl/WT^*), which were further crossed to generate *Apex1^fl/fl^* mice. Germline transmission was identified by the presence of black strain C57BL/6N offspring. The *Apex1^fl/fl^* mice were backcrossed to the WT B6 background for over 6 generations before subsequent experiments. *Apex1^fl/fl^* mice were further crossed with *Cd4^Cre^* to generate *Apex1^fl/fl^Cd4*^Cre^ mice for all studies.

WT B6, *Apex1^fl/fl^*, or *Cd4^Cre^* mice were used as controls for *Apex1^fl/fl^Cd4^Cre^* mice, and no differences were observed in our investigated phenotypes among those controls. *Apex1^fl/fl^Cd4^Cre^* mice were also crossed with the lupus-prone *Lpr* mice (Jackson Lab). A controlled F2 intercross between heterozygous littermates was used to generate tissue-specific *Apex1*-deficient lupus-prone mice homozygous for deficiency in *Fas* and *Apex1*. The littermates with or without the *Cre* recombinase were analyzed at around 16 weeks of age.

All animals were housed under germ-free conditions at the Houston Methodist Research Institute animal facility under a 12-hour light/dark cycle at temperatures of 20°C–26.1°C and 30%–70% humidity.

### Antibodies, flow cytometry, and cell sorting.

Single-cell suspensions from spleen or lymph node were prepared by physical disruption of such tissues followed by recovering the cells, and cells from bronchoalveolar space and the CNS were processed as previously described (31, 32). Red blood cells were lysed with ACK buffer (A10492-01, Gibco). The viability dye, Zombie Aqua (423102, BioLegend), was used to identify dead cells, and an anti-FcγRII/III antibody (156604, BioLegend) was used to block nonspecific antibody binding. After washing, cells were incubated with mixtures of fluorescently labeled cell surface antibodies for 20 minutes at 4°C. For intracellular cytokine staining, cells were restimulated for 4 hours with phorbol 12-myristate 13-acetate (50 ng/mL) and ionomycin (550 ng/mL; both Sigma-Aldrich) in the presence of GolgiStop (BD Biosciences). Cells were then fixed and permeabilized using a Foxp3 staining buffer set (00-5523-00, eBiosciences) or Cytofix/Cytoperm solution (554714, BD Biosciences), followed by staining with intracellular antibodies according to the manufacturers’ instructions.

Antibodies from BioLegend included FITC–anti-CD8a (53-6.7, 100706, 1:200), BV785–anti-CD8a (53-6.7, 100750, 1:200), APC/Cyanine7–anti-CD4 (GK1.5,100414,1:300), BV785–anti-CD4 (GK1.5, 100453, 1:200), Alexa Fluor 700–anti-CD45 (30-F11, 103128, 1:400), PE–anti-γH2A.X (Ser139) (2F3, 613412,1:20), Alexa Fluor 488–anti–IL-17A (TC11-18H10.1, 506910,1:100), Alexa Fluor 647–anti–IL-17A (TC11-18H10.1, 506912, 1:200), Alexa Fluor 700–anti–IFN-γ (XMG1.2, 505824,1:200), PerCP/Cyanine5.5–anti–IFN-γ (XMG1.2, 505822, 1:200), PE–anti–GM-CSF (MP1-22E9, 505404,1:200), Brilliant Violet 605–anti-TCRβ (H57-597, 109241, 1:200), APC–anti–IL-4 (11B11, 504106, 1:200), Brilliant Violet 421–anti–IL-5 (TRFK5, 504311, 1:200), Alexa Fluor 700–anti-CD45.2 (104, 109822, 1:200), Brilliant Violet 785–anti-CD45.1 (A20, 110743, 1:100), APC–anti-CD45.1 (A20, 110714, 1:200), annexin V–PE (640947; 1:10), PE/Cyanine7–anti-CXCR6 (SA051D1, 151119, 1:200), PerCP–anti-CD44 (IM7, 103035, 1:300), Alexa Fluor 647–anti–IL-17F (8F5.1A9, 517104,1:200), FITC–anti-TCRvβ11 (KT11, 125905, 1:200), PE–anti-Sca1 (D7, 108108, 1:100), and PE–anti–c-Kit (2B8, 105808, 1:100). eFluor 450–anti-Foxp3 (FJK-16s, 48-5773-82, 1:200) and PE–anti–IL-13 (eBio13A, 12-7133-82, 1:200) were from eBioscience. Alexa Fluor 647–anti-TCF1 (S33-966, 566693, 1:100), BV786–anti–active caspase-3 (C92-605.rMAb, 570333,1:100), and Alexa Fluor 647–anti–active caspase-3 (C92-605.rMAb, 570332,1:100) were from BD Biosciences. All samples were acquired using a BD Biosciences LSRFortessa or FACSymphony A5 SE, and data were analyzed with FlowJo v10 software (32). All cell sorting was performed on a FACSAria II (BD Biosciences) (31).

### Activation of CD4^+^ T cells in vitro.

FACS-isolated naive CD4^+^ T cells were stimulated with plate-coated anti-CD3e (5 μg/mL; 2C11; BioLegend) plus soluble anti-CD28 (1 μg/mL; 37.51; BioLegend) at a density of 5 × 10^5^ cells per milliliter. CD4^+^ T cells cultured for 1–3 days under nonpolarizing conditions were subsequently collected and assessed by flow cytometry, immunoblot, and RNA-seq (33, 34).

### A/P site assay.

Genomic DNA extracted from FACS-isolated CD4^+^ cells was prepared using a Genomic DNA Mini Kit (K1820-01, Invitrogen). The measurement of A/P sites was performed using the OxiSelect Oxidative DNA Damage Quantitation Kit (STA-324, Cell Biolabs Inc), according to the manufacturer’s protocols. The aldehyde-reactive probe DNA standards were employed to quantify the number of genomic A/P sites and presented as number of A/P sites per million DNA base pairs (35).

### Cell isolation and retroviral transduction.

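The mouse *Apex1* protein in the reference annotation (GRCm38/mm10, full-length transcript) carries each of the residues that the study changed in its mutants (Fig. 4A). The cysteine changed in the redox mutant C64A is encoded in exon 3 on chromosome 14 from 50925651 to 50925653. The glutamic acid and the aspartic acid changed together in the endonuclease mutant E95Q/D209N are encoded in exon 4 from 50926200 to 50926202 and in exon 5 from 50926644 to 50926646. The histidine changed in the endonuclease mutant H308A is encoded in exon 5 from 50926941 to 50926943. The amino acids at all 4 positions match those the paper names.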

The cDNA fragments encoding mouse *Apex1* (full length or *Apex1* mutants) were amplified by PCR and further cloned into the pMYs-IRES-EGFP retroviral vector (RTV-021, Cell Biolabs Inc). Retroviral particles were prepared by transfection of these vectors into packaging Plat-E cells (RV-101, Cell Biolabs Inc) according to the manufacturer’s recommendations. For the transduction of T cells, Dynabeads-purified (11415D, Invitrogen) CD4^+^ T cells were initially activated for 18 hours with anti-CD3e (1.5 μg/mL) plus APC, followed by incubation with freshly prepared retroviral particles by centrifugation for 2 hours at 780*g* and 32°C in the presence of 10 μg/mL polybrene (TR-1003, Sigma-Aldrich). After centrifugation, cells were further cultured for 4 hours at 32°C, followed by culture of the transduced T cells in complete RPM1640 medium at 37°C (32). One day after infection, CD4^+^ T cell were harvested and labeled with CTV and transferred into *Rag1^–/–^* mice for functional studies.

For enrichment of mouse bone marrow stem cells, the EasySep Mouse Hematopoietic Progenitor Cell Isolation Kit (19856, StemCell Technologies) was used, and Sca1^+^ and/or c-Kit^+^ cells were further enriched by positive selection using PE–anti-Sca1 plus PE–anti–c-Kit and anti-PE microbeads (130-048-801, Miltenyi Biotec). Enriched bone marrow stem cells were activated overnight with cytokines IL-3 (10 ng/mL), IL-6 (50 ng/mL), and SCF (100 ng/mL) and then transduced with freshly prepared retroviral particles following the above-mentioned infection protocol. To enhance the transduction efficiency, a second round of transduction was performed on the third day, and bone marrow stem cells were then transferred into 9 Gy–irradiated recipient mice after another 24 hours of culture for further analysis.

### Bone marrow chimeras and adoptive T cell transfers.

For tracing 2D2 TCR-transgenic CD4^+^ T cells in the EAE model, Dynabeads-purified WT CD45.1^+/–^ 2D2 and *Apex1^fl/fl^Cd4^Cre^* (CD45.2^+^) 2D2 CD4^+^ T cells were mixed in a 1:1 ratio (2 million each), labeled with CTV (C34557, Invirogen), and co-transferred into CD45.1^+/+^ WT B6 mice. Subsequently, EAE induction was initiated, and FACS analysis was conducted at various time points for tracking purposes. To study T cell homeostasis, WT CD45.1^+/+^ and *Apex1^fl/fl^Cd4^Cre^* (CD45.2^+^) CD4^+^ T cells were mixed in a 1:1 ratio (1 million each), labeled with CTV, and adoptively co-transferred into 5 Gy–irradiated CD45.1^+/–^ WT B6.

Mixed bone marrow chimera mice were established by transferring 1 million virus-infected *Apex1^fl/fl^Cd4^Cre^* or WT bone marrow stem cells into 9 Gy–irradiated *Rag1^–/–^* recipient mice (36). After an 8-week reconstitution period, chimeric mice were then induced with EAE. In T cell transfers, bone marrow chimeras, both male and female mice were used with sex-matched T cell donors and recipients. In another set of experiments, mixed WT CD45.1^+/+^ and *Apex1^fl/fl^Cd4^Cre^* (CD45.2^+^) bone marrow cells (1:1 ratio, 10 million each) were used to reconstitute the lethally irradiated *Rag1^–/–^* mice. Eight weeks later, T cells in the spleen and lymph nodes of the chimeric mice were examined to determine whether *Apex1*-deleted T cells showed a competitive disadvantage compared with their WT counterparts.

### Immunoblot assay.

Protein extracts were separated by SDS-PAGE, transferred onto an Immobilon membrane, and analyzed by immunoblotting with anti-Apex1 (sc-17774, 1:800, Santa Cruz Biotechnology) and anti–β-actin (12262, 1:2000, Cell Signaling Technology). Horseradish peroxidase–linked antibody against mouse IgG (7076, 1:2000, Cell Signaling Technology) was used as secondary antibody. The expression of target molecules was detected by chemiluminescence, as previously reported (37, 38).

### RNA-seq.

For RNA preparation, 2 million resting and 48-hour-activated CD4^+^ T cells were utilized for RNA extraction with the miRNeasy Mini Kit (QIAGEN). PolyA^+^ RNA was subsequently isolated and RNA-seq libraries were prepared and sequenced at BGI Genomics Corporation. After removing low-quality bases from RNAs, the clean data were aligned to the mouse genome (mm10) using HISAT2 v2.0.5 (https://daehwankimlab.github.io/hisat2). Subsequently, the mapped reads from each sample were assembled using StringTie v1.3.3b (https://ccb.jhu.edu/software/stringtie). FeatureCounts v1.5.0-p3 (https://subread.sourceforge.net) was employed to quantify the number of reads mapped to each gene. Differentially expressed genes (DEGs) were identified using a 1.5-fold variance in expression levels, and an adjusted *P* value less than 0.05 served as the cutoff. The adjusted *P* values were calculated using R software DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Statistical enrichment of DEGs in KEGG pathways was assessed using the clusterProfiler R package (https://www.genome.jp/kegg/) (39).

### Induction of EAE and treatment protocols.

EAE was induced in host mice using the active EAE induction kit (EK-0113, Hooke Labs) following the manufacturer’s instructions. Mice were monitored daily for signs of EAE and disease severity was scored according to previously reported criteria (32). In some experiments, mice were treated with the Apex1 inhibitor APX3330 (S7445, Selleckchem) or MH (89803-5g, Sigma-Aldrich). A concentrated stock of APX3330 was prepared in DMSO at 100 mg/mL and diluted 1:10 in saline, and mice received 100 mg/kg via i.p. injection twice daily, starting on day 0. A concentrated stock of MH was prepared in saline at 200 mg/mL and diluted 1:10 in saline. Mice received 75 mg/kg via i.p. injection every other day, starting on day 1 (MH, day 1), day 7 (MH, day 7), or days 13–14. DMSO was included as a vehicle control for all treatment protocols (i.p. injections). At the peak of disease or at the indicated time points, mice were euthanized for analysis of CNS-infiltrating cells, as we previous reported (32). Briefly, CNS tissue was minced with a sharp razor blade and digested for 20 minutes at 37°C with collagenase D (2.5 mg/mL; Roche Diagnostics) and DNase I (1 mg/mL; Sigma-Aldrich). Mononuclear cells were isolated by passage of the tissue through a cell strainer (70 μm), followed by centrifugation through a Percoll gradient (40% and 70%). Mononuclear cells in the interphase were removed, washed, and resuspended in culture medium, stimulated with PMA and ionomycin in the presence of GolgiStop for 4 hours, and then were used for analysis by intracellular staining. For histopathological analysis, spinal cords from host mice were fixed in 10% formaldehyde, embedded in paraffin, and sectioned into 5-μm slices. Sections were either stained with Luxol fast blue or H&E. All sections were examined using a Nikon Eclipse E600 microscope.

### Allergic lung inflammation model.

Mice were sensitized by administration of 100 μg of OVA (S7951, Sigma-Aldrich) in 100 μL of Inject Alum (77161, Thermo Fisher Scientific) via i.p. injection. The sensitizing OVA solution was given on day 0 and day 14. Subsequently, sensitized mice were challenged with aerosolized OVA (1% in PBS) for 30 minutes each day over a period of 5 consecutive days (days 21, 22, 23, 24, and 25). The OVA aerosol was generated using a Bennett nebulizer at a flow rate of 10 L/min. One day after the final challenge, all the mice were sacrificed for analyses. Specifically, the lungs were dissected, and the trachea was cannulated with a polyethylene tube for BAL. BAL was collected with 1 mL PBS and centrifuged at 500*g* to separate cells from liquid. The total number of BAL cells was determined by trypan blue exclusion, and then differential cell counts were assessed by cytospins and staining with a Hema 3 staining kit (22-122911, Thermo Fisher Scientific). Lung tissue sections were also used for H&E and periodic acid–Schiff staining. Tissue histopathology and mucin-producing cells and cytokine intracellular staining were assessed as we previously reported (40).

### Proteinuria assay and kidney histology.

The Proteinuria strip (Albustix 2191) was purchased from SIEMENS. The mouse urine was collected in the morning and the proteinuria score was measured according to the instructions. Typically, the score rating is 4 (>2000 mg/dL proteinuria), 3 (>300 mg/dL proteinuria), 2 (>100 mg/dL proteinuria), 1 (>30 mg/dL proteinuria), and 0 (<30 mg/dL proteinuria). Kidneys were removed and washed using PBS before being fixed with 4% formaldehyde. The tissue was embedded in paraffin and processed to 5-μm sections before being stained with H&E.

### Autoantibody array.

Autoantibody profiling was measured by using autoantigen microarrays. Briefly, blood samples from control and *Lpr*-*Apex1^fl/fl^Cd4^Cre^* mice were prepared as indicated and IgG or IgM autoantibody reactivities against a panel of 128 autoantigens were measured using an autoantigen microarray platform developed by the University of Texas Southwestern Medical Center (https://microarray.swmed.edu/products/category/protein-array/) and analyzed by Genepix Pro 7.0 software (Molecular Devices). The data are presented in a heatmap format.

### Statistics.

Data are represented as mean ± SD and were analyzed by Prism software (GraphPad). For the analysis of histology scores, the Mann-Whitney test was applied. The Gehan-Breslow-Wilcoxon test was used for survival analysis. A 2-tailed, unpaired Student’s *t* test or ANOVA was used to generate *P* values, as specified in the figure legends. A *P* value of less than 0.05 was considered statistically significant. The sample sizes are provided in the figure legends to indicate independent replicates used for statistical analyses.

### Data availability.

RNA-seq data for this project have been deposited at NCBI’s Gene Expression Omnibus (GEO) under accession number GSE256454. Raw data are provided in the Supporting Data Values file.

### Study approval.

All animal studies were reviewed and approved by the Institutional Committee on Animal Use and Care at Houston Methodist Hospital in Houston Texas in accordance with institutional guidelines.

## Author contributions

XX and YD designed and performed most of the experiments and therefore are designated as co–first authors. XX is listed first for his efforts in generating the figures and drafting the manuscript. SS, XS, and GW helped with some of the key experiments. JX and ZM provided important help in obtaining and breeding mouse colonies. SME, RMG, AAC, and DZ provided helpful insights and discussions. LJM supported lab operations for the entire project. WC helped in manuscript editing and data analyses. ZZ designed the *Apex1* gene targeting strategy and edited the manuscript. ZZ and XCL supervised the project and finalized the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
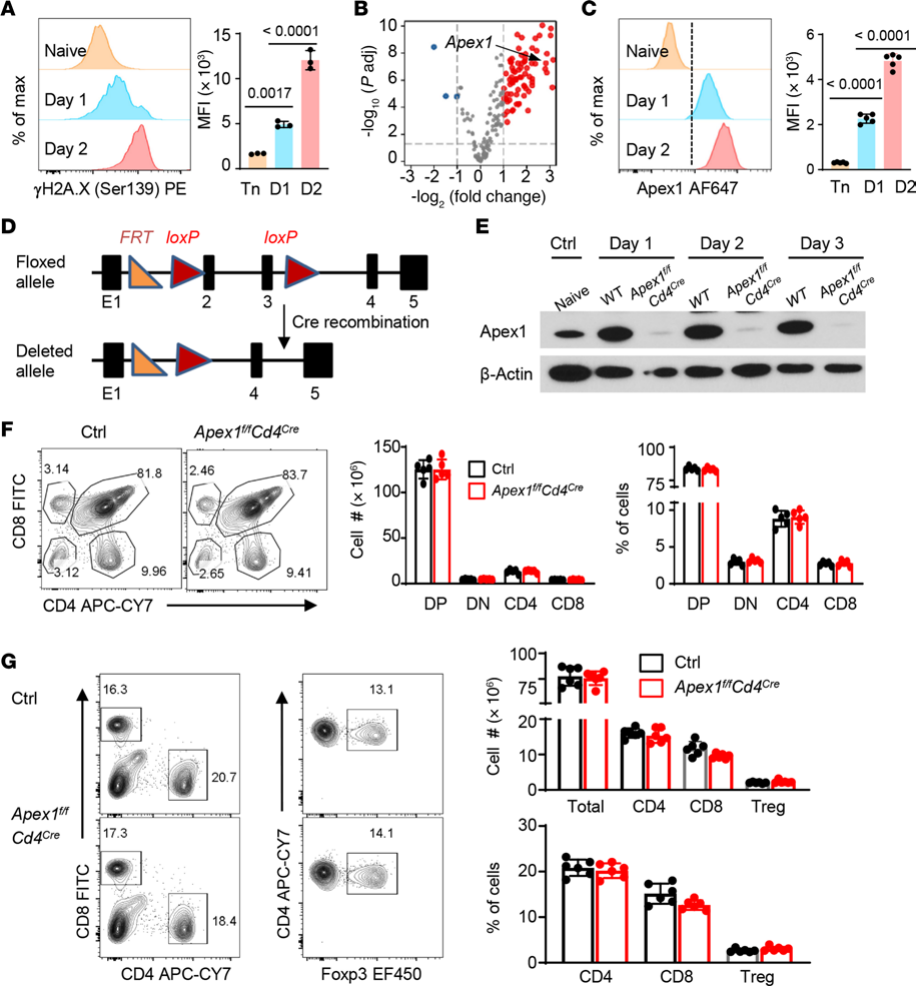
DNA damage repair activities in T cells and the generation of conditionally *Apex1-*deleted mice. (**A**–**C**) WT CD4^+^ T cells were activated with anti-CD3/anti-CD28 for 24 (D1) and 48 (D2) hours in vitro. (**A**) Flow cytometry plots of γH2A.X in both naive (Tn) and activated CD4^+^ T cells (*n* = 3 independent replicates). (**B**) Volcano plot of RNA-seq data illustrating gene expression profiles between naive and activated CD4^+^ T cells 48 hours after activation, highlighting genes involved in DNA replication and base repair pathways (*n* = 3 biologically independent replicates). (**C**) Flow cytometry plots showing Apex1 expression in naive and activated CD4^+^ T cells (*n* = 5 biologically independent replicates). (**D**) Schematic rendering of targeted and deleted *Apex1* allele. The Cre-mediated recombination results in the deletion of exons 2 and 3, which disrupts *Apex1* gene expression in targeted mice. (**E**) Immunoblot analysis comparing Apex1 expression in CD4^+^ T cells from WT B6 and *Apex1^fl/fl^Cd4^Cre^* mice following in vitro activation, with naive WT CD4^+^ T cells serving as an additional control. (**F**) Flow cytometry plots of thymocytes of WT control and *Apex1^fl/fl^Cd4^Cre^* mice, showing 4 different cell subsets based on CD4 and CD8 staining (*n* = 5 mice per group). (**G**) Spleen cells from WT control and *Apex1^fl/fl^Cd4^Cre^* mice were analyzed by flow cytometry, showing comparable CD4^+^, CD8^+^, and Foxp3^+^ subsets (*n* = 6 mice per group). DP, double positive; DN, double negative. For both **F** and **G**, the percentages and absolute cell numbers of the indicated subsets between WT control and *Apex1^fl/fl^Cd4^Cre^* mice are presented in the bar graphs on the right. Data are presented as mean ± SD. Results are pooled from 2 or 3 independent experiments (**A**–**C**, **F**, and **G**). The *P* values were calculated from 1-way ANOVA with Šidák’s post hoc test (**A** and **C**) and 2-tailed, unpaired Student’s *t* test (**F** and **G**).

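Of the 10173 genes tested, 52.8% changed between naive and activated CD4+ T cells. In activated cells 3175 were higher and 2195 were lower, and 4803 did not pass the test. The highest log2 fold changes included those of several cytokine and chemokine genes. *Il2*, the growth factor of activated T cells, had the highest log2 fold change at 8.41 (standard error 0.14, adjusted p = 3.6e-09 from limma), from 2.82 ± 0.07 (SD, n = 3) in naive to 11.23 ± 0.20 (SD, n = 3) in activated cells. The chemokine genes *Ccl4* and *Ccl3* followed with 7.64 and 6.59, then the cytokine gene *Il3* with 5.72, the interferon-induced gene *Ifitm2* with 5.69, the transcription factor gene *Irf8* with 5.28, the retinoic acid binding protein gene *Crabp2* with 5.02 and the mitotic regulator gene *Cdc20* with 4.76.

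The lowest log2 fold changes included those of genes that keep naive T cells in circulation. *S1pr1*, the receptor for exit from lymphoid organs, fell by 6.67 on the log2 scale (standard error 0.18, adjusted p = 3.3e-08 from limma), from 9.20 ± 0.31 (SD, n = 3) to 2.53 ± 0.16 (SD, n = 3). The transcription factor gene *Klf2* fell by 6.35. The interferon-inducible genes *Ifi209* and *Ifi206* fell by 6.18 and 5.53, *Ms4a4b* fell by 5.34, and *Cd7* fell by 5.10. *Rps27rt* fell by 8.45, but this gene is a near-identical copy of *Rps27* that may share its reads. Summed over both copies, the log2 values were 14.2, 14.1 and 12.1 in the naive libraries. They were 11.4, 13.8 and 13.7 in the activated libraries. These sums overlapped between the groups, so that the fall of *Rps27rt* alone cannot be read as a fall in expression.

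Of 16 T helper cytokine genes tested, 10 rose, *Ltb* fell by 1.59 and 5 did not pass, with the same counts adjusted over the list alone (one-sided Fisher's exact test for higher genes, adjusted p = 0.019, but 0.20 with all changed genes, range over the alternatives set in advance 3.8e-04 to 0.20). The camera test gave adjusted p = 0.59 with an estimated correlation. In activated replicate 1 the median of this list was 0.46 above the mean of the other activated libraries. Among the cytokines stained for in the paper, *Csf2* rose by 4.49 on the log2 scale, *Ifng* by 3.52, *Il13* by 2.70 and *Il4* by 1.90. *Il17a*, at 2.43 ± 0.09 (SD, n = 3) in naive and 1.99 ± 0.26 (SD, n = 3) in activated cells, was close to the base value and had a log2 fold change of -0.44, which did not pass, although pseudocounts of 0.1 and 0.5 and quantile normalization each made it a called decrease. *Il17f* was below the filter and *Il5* was not analysed here. *Tcf7*, a transcription factor of naive and memory T cells, fell by 3.09, and *Cxcr6* fell by 3.42. The activation marker *Cd44* rose by 1.03.

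Of 9 regulatory T cell markers, 7 fell and 0 rose, among them *Foxp3*, which fell by 2.45, and *Gpr83*, which fell by 1.85 (adjusted p = 0.0034 for lower genes in Fisher's exact test, but 0.080 with a 2-fold threshold, range 3.0e-04 to 0.080, and adjusted p = 0.47 with an estimated correlation in the camera test). Of 10 markers of CD8 T cells and NK cells, 7 fell, among them *Klrd1* and *Cd8b1*, which fell by 2.96 and 2.34, and *Nkg7* rose by 1.99 (adjusted p = 0.0079 for lower genes, and adjusted p = 0.47 with an estimated correlation). The call for lower genes in this list was lost with no filter (adjusted p = 0.32), in limma without the trend (0.053) and without activated replicate 1 (0.079), over a range of 8.8e-05 to 0.32, and in fits added after seeing the data, without naive replicate 3 and activated replicate 1 (0.069) and with a term for these libraries (0.054). Of 11 myeloid markers, 6 fell and 0 rose, among them *Lyz2*, which fell by 1.86, and *Ly6c2*, which fell by 1.85 (adjusted p = 0.085 for lower genes, and adjusted p = 0.54 with an estimated correlation). This list passed in 8 of 16 alternatives set in advance (range 2.9e-04 to 1), among them quantile, median-of-ratios and upper-quartile scaling (adjusted p = 0.0084, 0.030 and 0.036) and the fits without naive replicate 1 (0.0025) and without activated replicate 3 (0.012). Of 11 B cell markers, *Jchain* fell by 1.88 and *Spib*, named after its value was seen, rose by 0.73, which did not hold when adjusted over the list alone or under any of these scalings (0 higher in each). In activated replicate 1 the median B cell marker lay -0.32 from the mean of the other activated libraries, the median CD8 T cell and NK cell marker -0.21 and the median myeloid marker -0.04. In naive replicate 3 the median myeloid marker lay 0.24 above the mean of the other naive libraries, and the median erythroid and platelet marker lay -0.31 from it. All 4 tested erythroid and platelet markers were nevertheless higher in naive replicate 3 than in naive replicate 1. Naive replicate 2 stood high, with Hba-a1 at 5.99 (3.23 and 3.50 in naive replicates 1 and 3) and Hbb-bt at 4.19 (2.27 and 2.54), both named after their values were seen. Of 9 dendritic cell markers, *Bst2* rose from 6.65 to 8.10, *Ccr9* fell by 1.04, *H2-Aa* fell by 0.83 and *Cd74*, named after its value was seen, fell by 0.59. The change in *H2-Aa* did not pass without naive replicate 2 (log2 fold change -0.53) or without activated replicate 1 (-0.61). Of 4 erythroid and platelet markers, *Car2* fell by 1.10 and 3 did not pass (adjusted p = 1 for lower genes, but 0.00999 without naive replicate 1, range 0.00999 to 1), and of 4 stromal and endothelial markers, *Cxcl13* and *Igfbp7* rose by 2.28 and 1.61 and *Vim* and *Pecam1* fell by 3.64 and 3.02. Leaving out a library moved some of these small counts. Without naive replicate 1, 0 B cell markers were higher and 2 lower, and 4 erythroid and platelet markers were lower. Without naive replicate 2, 4 B cell markers were higher and 1 dendritic cell marker was lower. Without naive replicate 3, 0 B cell and 2 dendritic cell markers were higher. Without activated replicate 1, 2 B cell and 2 dendritic cell markers were higher and 1 dendritic cell marker was lower, and without activated replicate 2 or 3, 0 B cell markers were higher. For the marker lists other than B cell markers, the counts adjusted over the list alone were the same. Each library pools all cells of its sample. A change in a marker thus cannot be told apart from a change in the share of cells that express it.

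Of all genes tested, 7393 passed the adjusted p alone and 7816 (76.8%) had groups that did not overlap, where chance gives 10%. Of the changed genes, 59.1% were higher. The median log2 fold change of all genes was 0.13 on the deposited values and 0.00 after quantile normalization, which left 49.6% of the changed genes higher. Quantile normalization gives every library the same distribution, so that such a median largely follows from the method.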

**Figure 2:**
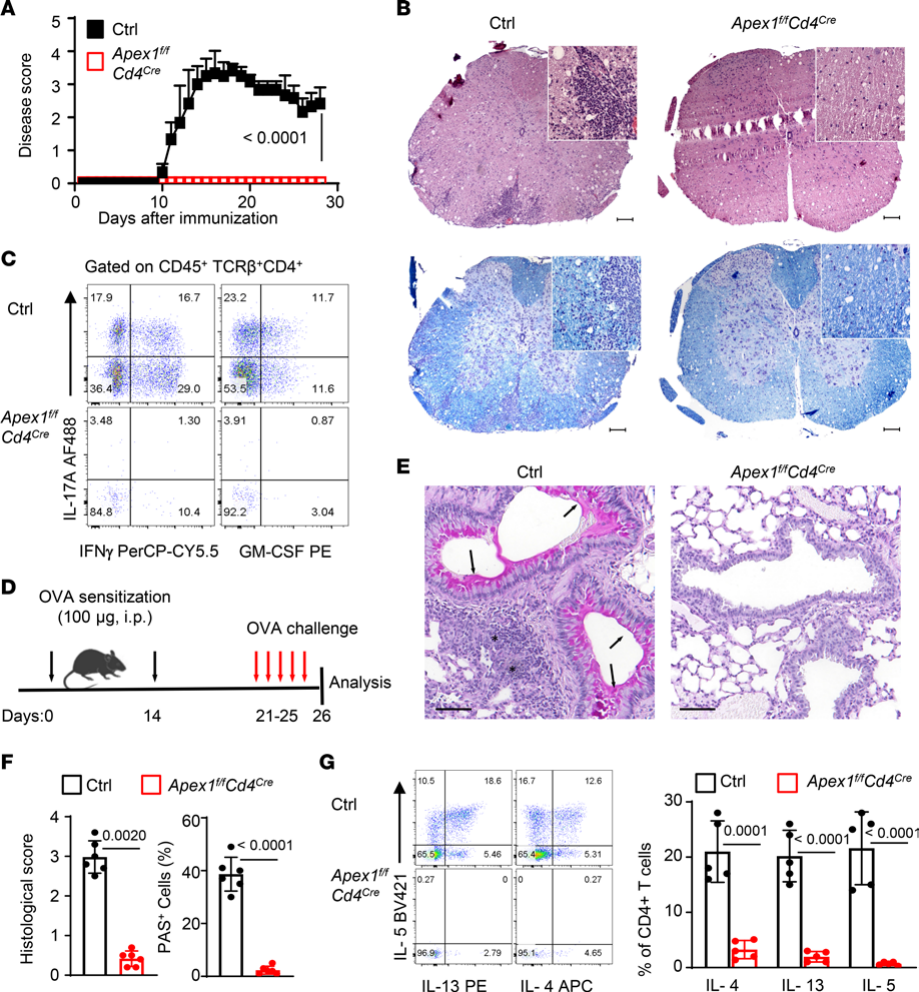
Conditional deletion of *Apex1* protects mice from immune-mediated tissue damage. (**A**) Incidence and clinical scores of EAE in control (*n* = 7) and *Apex1^fl/fl^Cd4^Cre^* mice (*n* = 10). (**B**) Representative H&E (upper) and Luxol fast blue (bottom) staining of spinal cords on day 18 after EAE induction. Scale bars: 100 μm. (**C**) Flow cytometry plots showing IFN-γ^+^, IL-17A^+^, or GM-CSF^+^ cells among CD4^+^ cells from the spinal cords on day 18. (**D**) A cartoon rendering of the induction of allergic airway inflammation in mice. (**E**) Representative periodic acid–Schiff (PAS) staining of lung sections. Arrowheads indicate hyperplasia of mucin-producing cells in airway epithelia and stars indicate tissue inflammation. Scale bars: 100 μm. (**F**) The bar graphs show the lung histological scores (left) and frequency of PAS^+^ mucin-producing cells (right) in indicated mice (*n* = 6 per group). (**G**) Representative flow cytometry plots and bar graphs (*n* = 5 per group) showing frequency of IL-4^+^, IL-13^+^, or IL-5^+^ cells among CD4^+^ T cells from the bronchoalveolar lavage (BAL) of the indicated mice. Data are presented as mean ± SD. The *P* values are from a 2-way ANOVA (**A**) and 2-tailed, unpaired Student’s *t* test (**F** and **G**).

**Figure 3:**
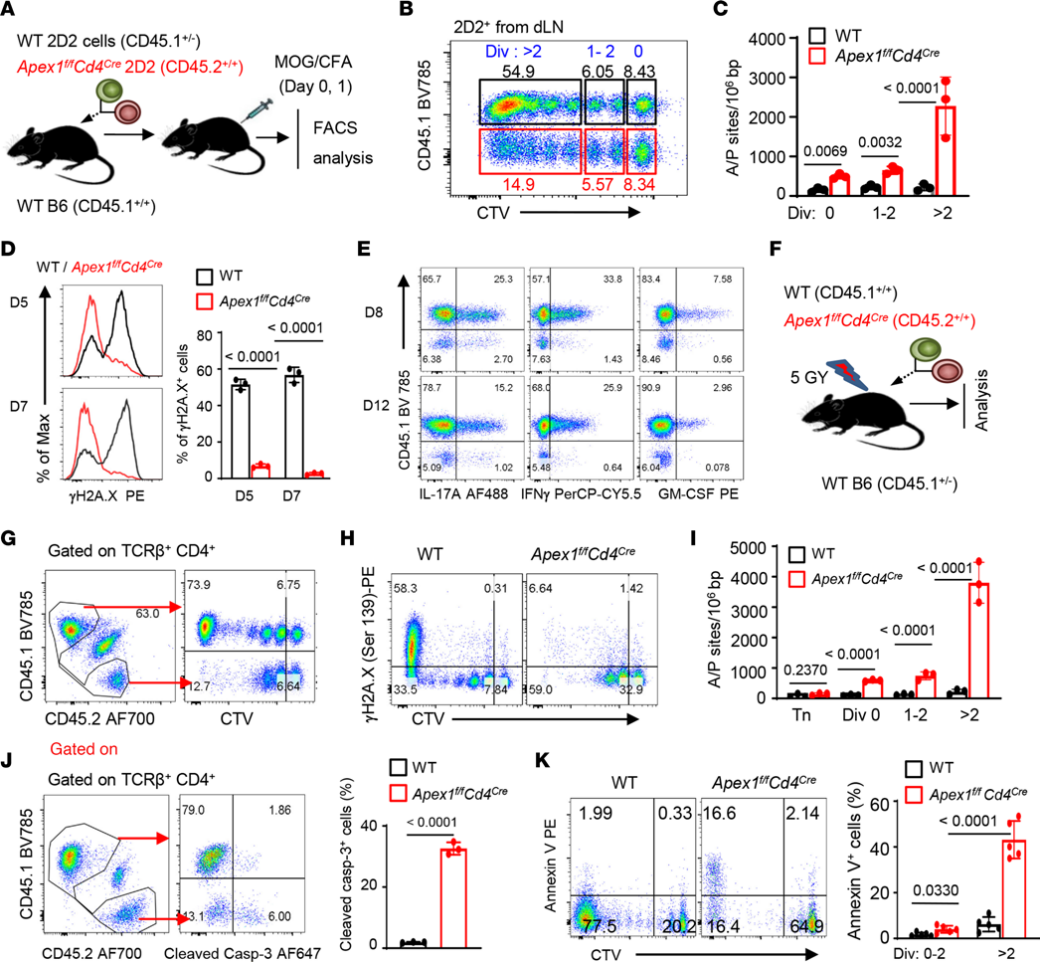
Failure of A/P site repairs results in genomic instability and apoptotic T cell death. (**A**–**E**) WT CD4^+^ 2D2 (CD45.1^+/–^) and *Apex1^fl/fl^Cd4^Cre^* 2D2 (CD45.2^+^) T cells were mixed at a 1:1 ratio (2 million each), labeled with CTV, and co-transferred into CD45.1^+/+^ WT B6 mice 1 day before EAE induction. The transferred 2D2 cells were tracked and analyzed at the indicated time point after EAE induction. (**A**) A cartoon rendering of experimental designs. (**B**) Flow cytometry plot showing frequencies of cell division cycles (0, 1–2, and >2) among the transferred 2D2 cells in the draining lymph nodes (dLNs) 4 days after EAE induction (*n* = 4 mice). (**C**) Bar graphs showing the number of A/P sites in divided 2D2 cells in (**B**) (*n* = 3 mice). (**D**) Representative flow cytometry plots (left) and bar graph (right) showing γH2A.X expression in the transferred 2D2 cells from dLNs on day 5 (D5) and D7 (*n* = 3 mice per group). (**E**) Flow cytometry plots showing the frequencies of effector 2D2 cells from the dLNs on day 8 and day 12 (*n* = 3 mice per group). (**F**–**K**) Analyses of CTV-labeled WT CD45.1^+/+^ and *Apex1^fl/fl^Cd4^Cre^* (CD45.2^+^) CD4^+^ T cells co-transferred into irradiated CD45.1^+/–^ syngeneic B6 mice at a 1:1 ratio (1 million each). (**F**) A cartoon rendering of experimental designs. (**G** and **H**) Representative flow cytometry plots showing cell divisions in vivo (**G**) and γH2A.X expression (**H**) of CTV-labeled CD4^+^ cells in the lymph nodes on day 9 (*n* = 3 mice). (**I**) Bar graphs showing the number of A/P sites among divided CD4^+^ cells on day 5 (*n* = 3 mice). (**J**) Flow cytometry plots showing the frequencies of transferred CD4^+^ T cells and their expression cleaved caspase-3 on day 5 (*n* = 3 mice). (**K**) Flow cytometry plots and bar graphs showing annexin V expression (*n* = 5 mice) among divided CD4^+^ cells on day 5. Data are presented as mean ± SD. The *P* values are from a 2-tailed, paired (**C**, **D**, **J**, and **H**) and unpaired (**I**) Student’s *t* test.

**Figure 4:**
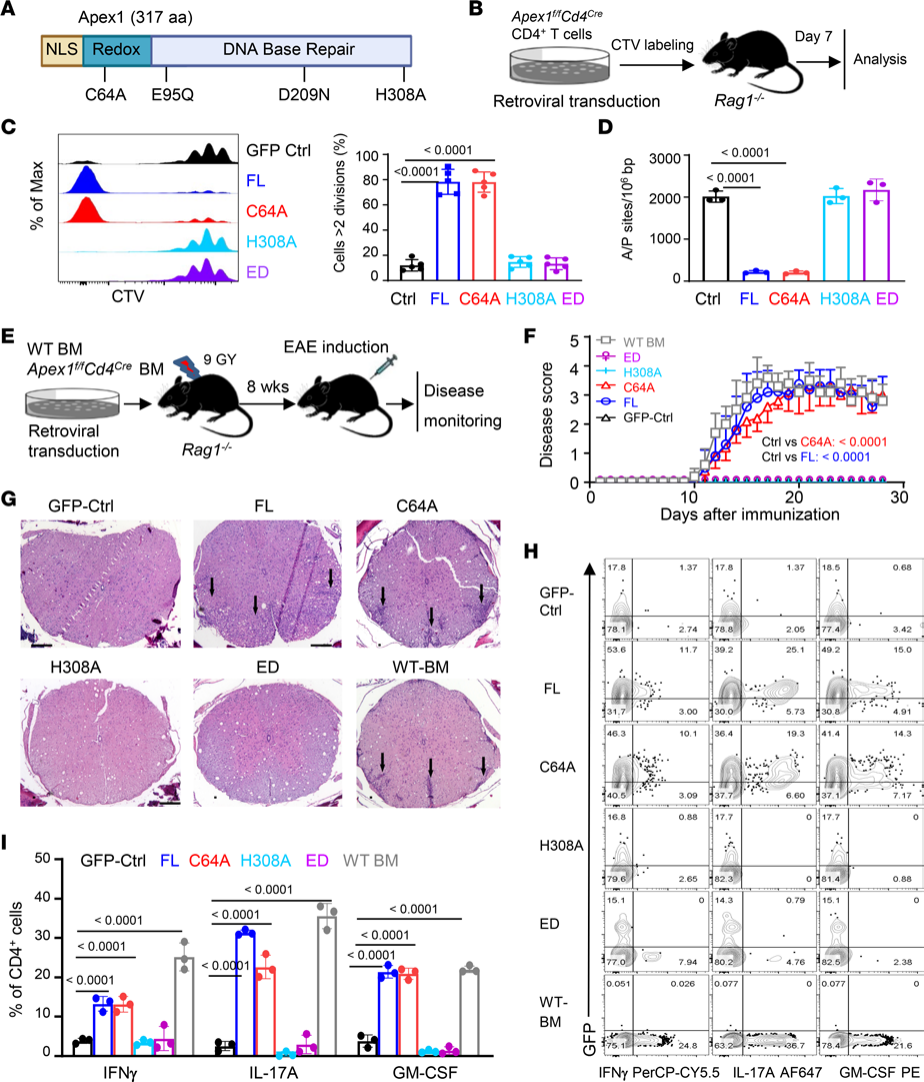
Dependence of Apex1 DNA base repair domain for T cell proliferation and effector functions. (**A**) A diagram illustrating the domain structure of Apex1 and sites of point mutations. (**B**–**D**) *Apex1-*deleted CD4^+^ T cells were activated and spin infected with retroviral vectors containing the full length (FL) or mutants of *Apex1* or GFP-ctrl, labeled with CTV, and then transferred into *Rag1^–/–^* mice for analysis. (**B**) A schematic representation of experimental designs. (**C** and **D**) Representative histograms and bar graphs showing the percentage of cell division (**C**; *n* = 5 mice) and numbers of A/P sites (**D**; *n* = 3 mice) among the CD4^+^GFP^+^ cells on day 7 after transfer. (**E**–**I**) Bone marrow (BM) stem cells from *Apex1^fl/fl^Cd4^Cre^* mice were transduced with retroviral vectors containing various *Apex1* mutants and used to constitute the lethally irradiated *Rag1^–/–^* mice, the reconstituted mice were used as hosts for EAE induction 8 weeks later. (**E**) A diagram showing BM reconstitution and EAE induction. (**F**) Incidence and clinical scores of EAE in BM-reconstituted mice (*n* = 5 mice). (**G**) Tissue pathology of spinal cord sections 22 days after EAE induction (*n* = 3 mice). Arrowheads indicate inflammatory cell infiltration. Scale bars: 100 μm. (**H** and **I**) Flow cytometry plots (**H**) and bar graphs (**I**) showing frequencies of cytokine-producing CD4^+^ T cells in the CNS of host mice on day 22 (*n* = 3 mice). Data are presented as mean ± SD. The *P* values are calculated from 1-way ANOVA with Šidák’s post hoc test (**C**, **D**, and **I**) and 2-way ANOVA with Dunnett’s post hoc test (**F**).

**Figure 5:**
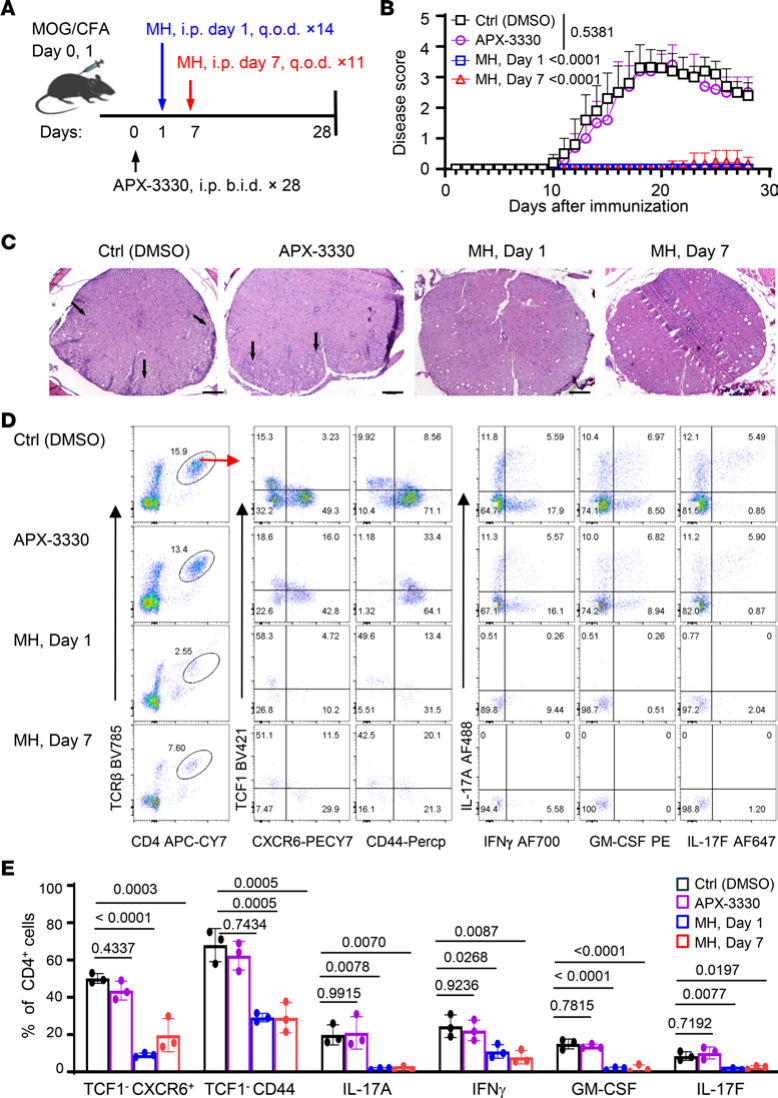
Inhibition of Apex1 base repair activities, but not redox functions, prevents the induction of EAE. (**A**) A diagram showing the workflow for EAE induction and treatment protocols. WT B6 mice were immunized with MOG/complete Freund’s adjuvant on days 0 and 1 and subsequently treated i.p. with vehicle control (*n* = 5), Apex1 inhibitor APX3330 (100 mg/kg, twice daily) (*n* = 5), starting on day 0 for 28 days, or methoxamine hydrochloride (MH, 75 mg/kg, every other day) starting on day 1 for 14 days (*n* = 7) or delayed MH treatment starting on day 7 for 11 days (*n* = 7). (**B**) Incidence and clinical scores of EAE in treated mice. (**C**) Representative tissue pathology of spinal cord sections on day 22 (*n* = 3 mice per group). Arrowheads indicate inflammatory cell infiltrates. Scale bars: 100 μm. (**D** and **E**) Representative flow cytometry plots (**D**) and bar graphs (**E**) showing effector phenotypes and inflammatory cytokine expression by CD4^+^ T cells obtained from CNS of treated mice 22 days after EAE induction (*n* = 3 mice per group). Data are presented as mean ± SD. The *P* values are from 2-way ANOVA with Dunnett’s post hoc test (**B**) and 1-way ANOVA with Šidák’s post hoc test (**E**).

**Figure 6:**
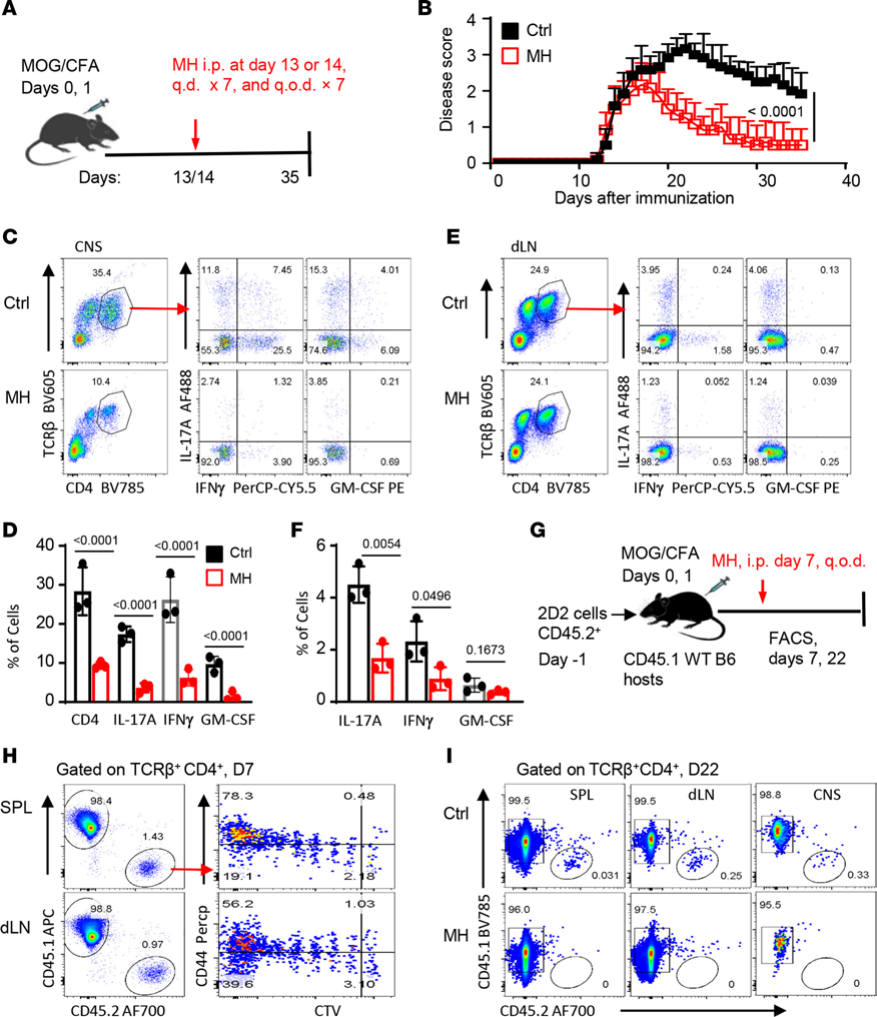
Inhibition of Apex1 base repair activities suppresses EAE progression and promotes disease recovery. (**A**) A diagram outlining EAE induction and MH treatment protocols when the disease was well established. (**B**) Incidence of EAE and clinical scores of control (saline) and MH-treated mice (*n* = 6 in each group). (**C** and **E**) Representative flow cytometry plots showing phenotypes and cytokine expression profiles of CD4^+^ T cells from the CNS (**C**) and draining lymph nodes (dLNs) (**E**) 32 days after EAE induction, and the bar graphs (**D** and **F**) depict the relative percentage of cytokine-producing CD4^+^ T cells in control and MH-treated mice. (**G**–**I**) In vivo tracking of CTV-labeled 2D2 cells (0.25 million per mouse) in MOG-immunized WT B6 mice with or without MH treatment. (**G**) Workflow of EAE induction, 2D2 cell transfer, MH treatment protocol, and analysis. (**H**) Flow cytometry plots showing vigorous proliferation of 2D2 cells in the spleen and dLNs of MOG-immunized mice on day 7 prior to MH treatment. (**I**) Flow plots showing the state of 2D2 cells in the host spleen, dLNs, and CNS on day 22 in control and MH-treated mice (*n* = 3 mice in each group). Data are representative of 1 of 2 independent experiments (**D** and **E**). The *P* values were calculated from 2-way ANOVA (**B**) and 2-tailed, unpaired Student’s *t* test (**C** and **D**).

## Version 1 12/31/2024

In-Press Preview

## Version 2 02/17/2025

Electronic publication

# Supplementary material for: Apex1 safeguards genomic stability to ensure a cytopathic T cell fate in autoimmune disease models
**Source:** J Clin Invest. 2024 Dec 31;135(4):e183671. doi: 10.1172/JCI183671
**Supplement:** Supplemental data

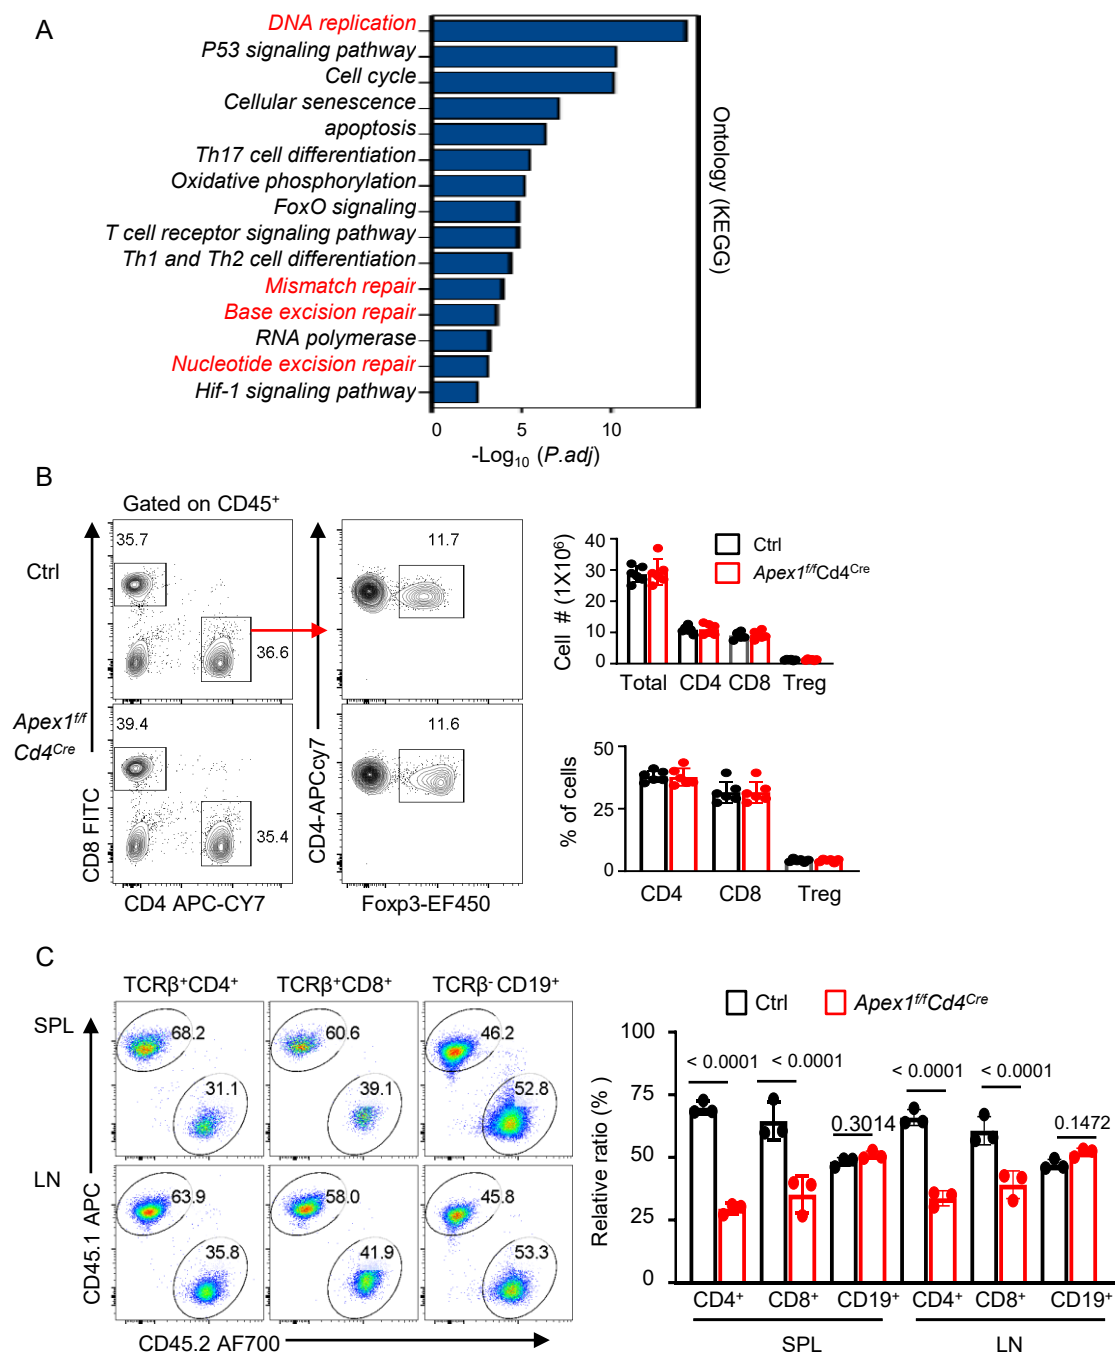

Supplemental Fig 1. See next page for caption.

Supplemental Fig 1. Pathway enrichment analysis, conditional *Apex1* deletion, and T cell subsets in WT and *Apex1^{ff}Cd4^{Cre}* mice. (A) Gene Set Enrichment Analysis of RNA-seq dataset showing the highly induced top pathways enriched in 48h-activated WT CD4⁺ T cells versus naive CD4⁺ T cells (n=3 biologically independent replicates). (B) lymph nodes (LN) of *Apex1^{ff}Cd4^{Cre}* and WT control mice were analyzed for the presence of CD4⁺, CD8⁺, and Foxp3⁺ subsets by flow cytometry (left). The percentage and absolute cell number of the indicated subsets were shown in the bar graphs (right) (n=6 mice per group). (C) The lethally irradiated (9 Gy) *Rag1^{-/-}* mice were reconstituted with mixed bone marrow stem cells from WT CD45.1^{+/+} and *Apex1^{ff}Cd4^{Cre}* (CD45.2⁺) mice (1:1 ratio, 10 million each), and T cells in the spleen (SPL) and LN in the chimeric mice were examined 8 weeks later and shown. CD19⁺ B cells were included as an internal control and each group included 3 mice. Data are presented as mean $\pm$ s.d. p values are calculated by a two-tailed unpaired (B) and paired (C) Student's *t*-test.

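Most genes of the cell cycle, RNA polymerase and nucleotide excision repair were higher in activated CD4+ T cells, as were 44 of 67 oxidative phosphorylation genes (31 after quantile normalization). Of 78 cell cycle genes tested, 54 rose, 5 fell and 19 did not pass. The mitotic kinase gene *Cdk1* rose by 4.67 on the log2 scale (standard error 0.15), its cyclin gene *Ccnb1* by 4.31 (standard error 0.13) and the kinase inhibitor gene *Cdkn1a* by 4.46 (standard error 0.15), while *Cdkn1b*, another inhibitor, fell by 3.00, and *Rbl2*, a repressor of cell cycle genes, fell by 1.57. The others that fell were *Gadd45a* (-1.47), *Stag2* (-0.83) and *Rb1* (-0.74), named after their values were seen. Of the oxidative phosphorylation genes 2 fell. The respiratory chain genes *Ndufb6*, *Uqcr11* and *Uqcr10* rose by 3.00, 2.77 and 2.52, and *Cox7a2l* and *Ndufa6* fell by 1.67 and 0.93. Of 28 RNA polymerase subunit genes, 20 rose and 0 fell (1 fell without naive replicate 3), with 3.11 for *Polr2f* and 2.19 for *Polr1c*. Of 43 nucleotide excision repair genes, 29 rose and 2 fell, the latter being the damage recognition genes *Ddb2*, which fell by 0.93, and *Xpa*, which fell by 0.81. Of 22 mismatch repair genes, 14 rose and 0 fell, among them the clamp loader gene *Rfc4* with 2.69.

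Other pathways held members that went both ways. In the p53 signaling pathway 27 of 52 genes rose and 11 fell. Those that rose included *Cdk1*, *Ccnb1* and *Rrm2*, which encodes a subunit of ribonucleotide reductase (log2 fold change 4.08), and *Shisa5* and *Sesn1* fell by 2.76 and 1.95. *Trp53* itself had a log2 fold change of -0.23 and did not pass, although it was a called decrease after quantile normalization (-0.68). Of 97 cellular senescence genes 39 rose and 26 fell, among them *Ccna2*, which rose by 3.65, and *Foxo1*, which fell by 3.42. Of 90 apoptosis genes 33 rose and 20 fell. The survival gene *Bcl2l1* rose by 3.67, and its relatives *Bcl2a1d* and *Bcl2a1b* rose by 3.42 and 3.38 but are close copies that may share reads, while *Ctss* fell by 2.53. Of 73 genes of HIF-1 signaling 27 rose and 18 fell, among them *Tfrc*, the transferrin receptor, which rose from 3.53 to 8.04, *Pgk1*, a glycolytic enzyme, which rose by 3.29, and *Il6ra*, which fell by 2.67.

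In the T cell receptor, FoxO, Th17 and Th1 and Th2 lists more genes fell than rose. T cell receptor signaling had 16 higher and 40 lower of 88 genes, with an increase of 3.32 for *Tnf*. FoxO signaling had 21 higher and 39 lower of 93, and *Il7r*, the interleukin-7 receptor, fell by 4.67. Th17 cell differentiation had 17 higher and 33 lower of 78, with *Irf4* rising by 3.21 and *Tgfbr2*, which fell by 3.41. Th1 and Th2 cell differentiation had 14 higher and 28 lower of 65, with *Tbx21*, the Th1 transcription factor gene, rising by 3.15 and *Il12rb1* by 3.13. For each list, the counts adjusted over the list alone were the same.

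One-sided Fisher's exact tests of the higher genes gave adjusted p values of 5.0e-11 for cell cycle, 4.2e-08 for oxidative phosphorylation, 4.8e-06 for nucleotide excision repair, 5.1e-05 for RNA polymerase, 0.0034 for p53 signaling, 0.0038 for mismatch repair, 0.067 for senescence, 0.25 for apoptosis, 0.27 for HIF-1 signaling and 1 for T cell receptor, FoxO, Th17 and Th1 and Th2 lists. No call of the camera test held with an estimated correlation: the adjusted p with an estimated correlation was 0.47 for oxidative phosphorylation, RNA polymerase, nucleotide excision repair and mismatch repair, 0.49 for cell cycle and 0.63 for p53. Since no list at all passed in that version (lowest adjusted p = 0.32, for proteasome genes), it could not decide for or against these lists. Fisher's exact test of lower genes gave 9.2e-06 for T cell receptor signaling, 9.8e-05 for FoxO signaling, 2.9e-04 for Th17 and 6.3e-04 for Th1 and Th2. With an estimated correlation the adjusted p of these lists in the camera test was 0.70 for T cell receptor and FoxO, 0.73 for Th17 and 0.79 for Th1 and Th2. Of the 7 mismatch repair genes not shared with DNA replication, 2 rose (adjusted p = 1), and of the 25 such nucleotide excision repair genes 14 rose (adjusted p = 0.019). When all changed genes were tested in place of the higher ones, mismatch repair (adjusted p = 0.26, range over the alternatives set in advance 9.8e-05 to 1) and RNA polymerase (adjusted p = 0.073, range 1.6e-07 to 0.073) no longer passed. In naive replicate 3 the median log2 difference from the mean of the other naive libraries was -0.32 for oxidative phosphorylation, -0.17 for RNA polymerase, 0.18 for Th17, 0.17 for Th1 and Th2, 0.16 for T cell receptor, 0.13 for FoxO and 0.12 for senescence genes. In activated replicate 1, the difference from the mean of the other activated libraries was -0.16 for oxidative phosphorylation, 0.10 for nucleotide excision repair, 0.29 for cell cycle, 0.29 for senescence, 0.38 for Th17, 0.39 for Th1 and Th2, 0.33 for T cell receptor, 0.26 for FoxO and 0.39 for HIF-1 genes.

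**Figure D3:**
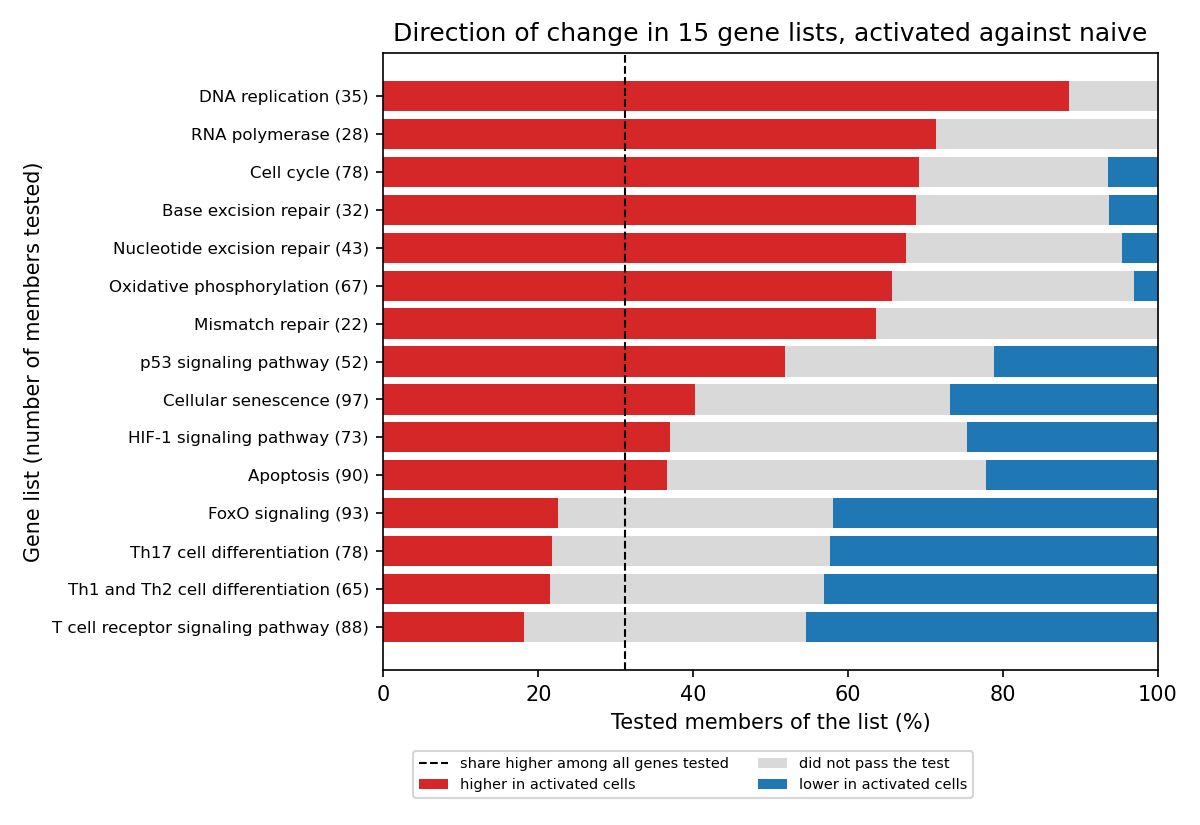
Share of the tested members of each of 15 gene lists (percent, with the number tested in brackets) that were higher in activated cells (red), lower (blue) or did not pass the test (gray). The dashed line is the share of all 10173 genes that were higher (31.2%); 31 of 35 DNA replication genes were higher, and 40 of 88 T cell receptor signaling genes were lower.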

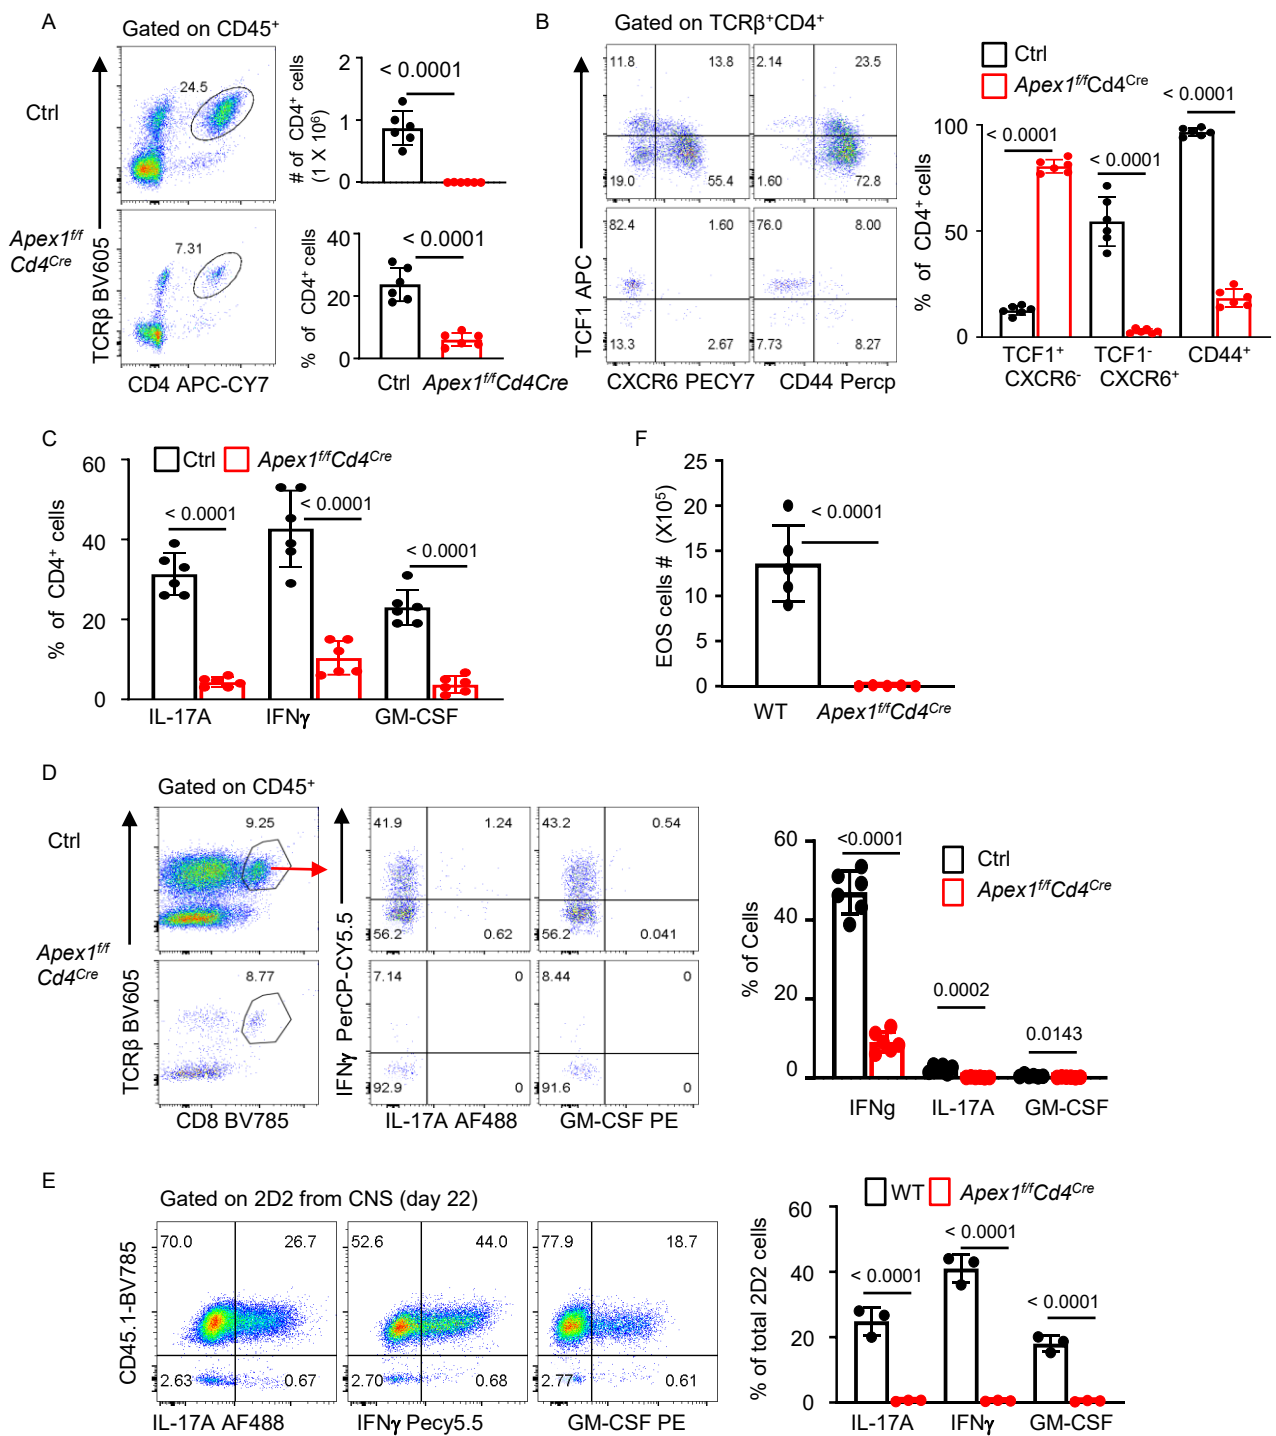

Supplemental Fig 2. See next page for caption.

Supplemental Fig 2. Critical role of Apex1 in the induction of cytopathic T

effector cells *in vivo*. (A) Flow cytometry plots (left) and bar graphs (right) showing the percentage and absolute cell number of TCR β +CD4+ T cells obtained from CNS of EAE mice as stated in Fig. 2C (n=6 mice per group). (B) Flow cytometry plots (left) and bar graphs (right) showing the effector phenotype of TCR β +CD4+ T cells from the EAE mice in supplemental Fig. 1A (n=6 mice per group). (C) Bar graph showing the relative percentage of cytokine-producing TCR β +CD4+ cells from CNS of EAE mice as stated in Fig. 2C (n=6 mice per group). (D) Flow cytometry plots showing CD8+ T cells from the spinal cords of MOG-immunized control and Apex1f/fCd4Cre mice, the bar graph on the right is the summary of 6 mice in each group. (E) Absolute eosinophil numbers obtained from BAL of OVA-immunized and challenged mice as in Fig. 2G (n=5 mice per group). (F) WT 2D2 (CD45.1+/-) and Apex1f/fCd4Cre 2D2 T cells (CD45.2+) were mixed at a 1:1 ratio (2 million each) and co-transferred into CD45.1+/+ control B6 mice 1 day before EAE induction, and expression of inflammatory cytokines on day 22 by the 2D2 cells from CNS were analyzed and shown (n=3 mice). Data are presented as mean $\pm$ s.d. and the p values are from a two-tailed unpaired Student's t-test (A-F).

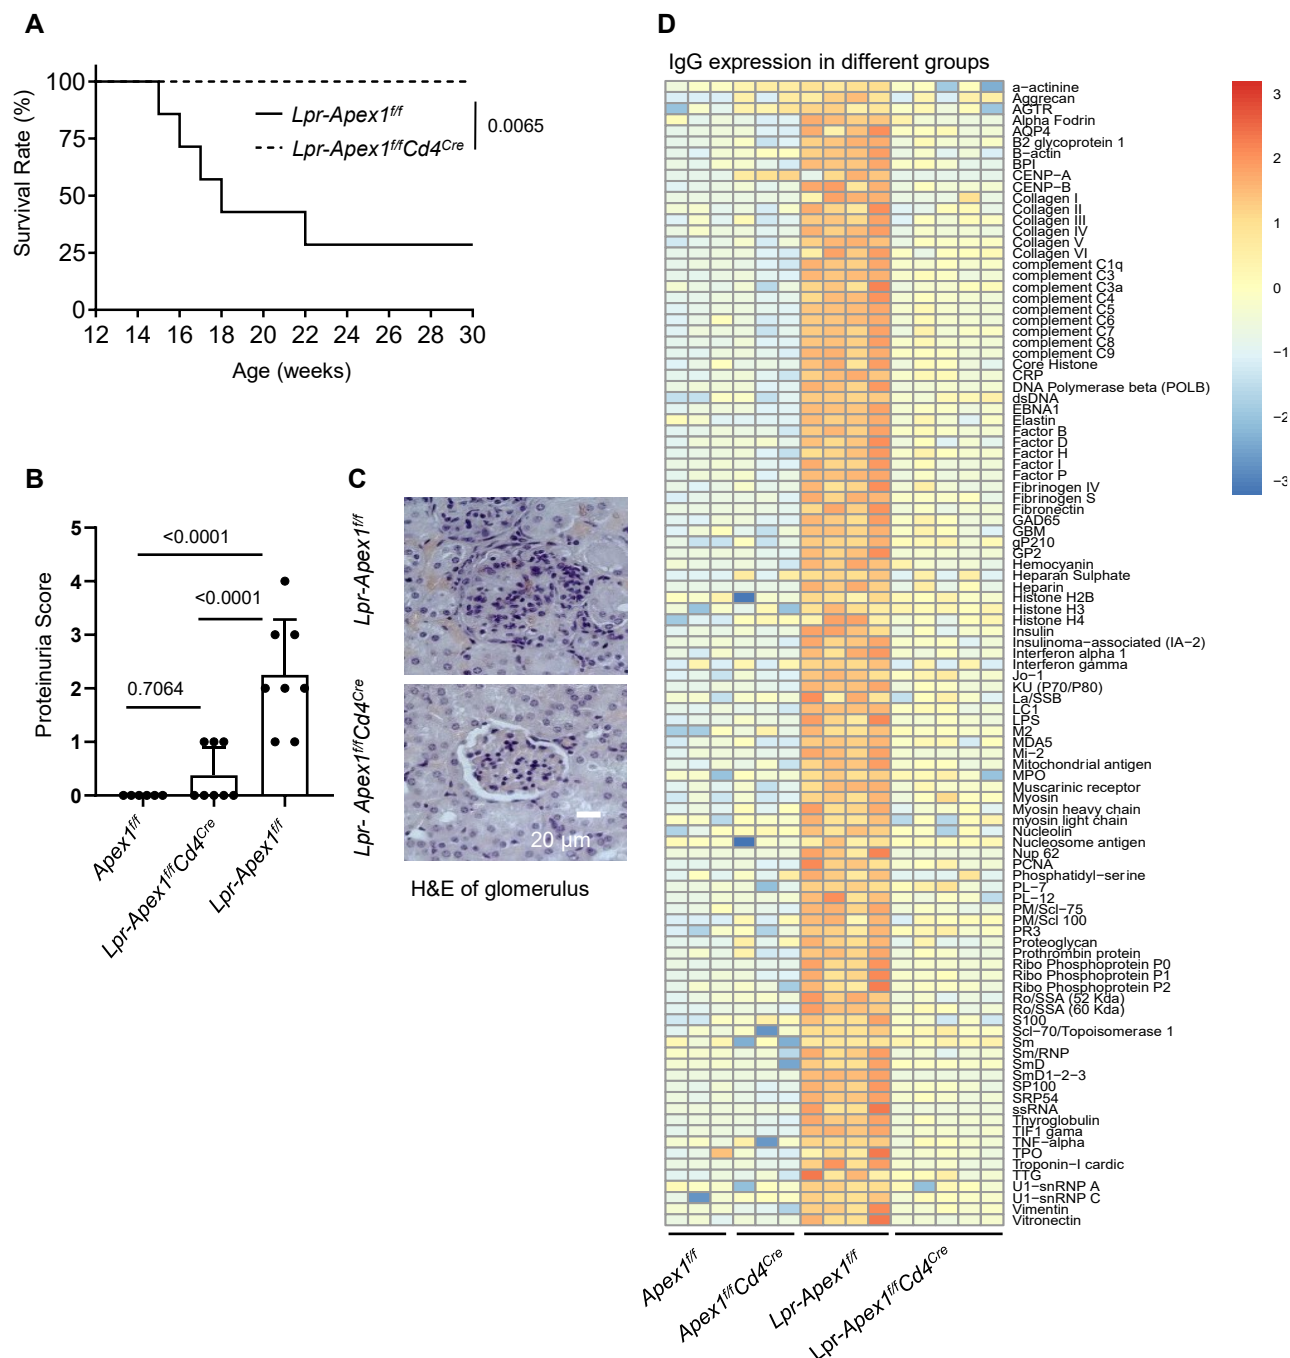

Supplemental Figure 3. Conditional deletion of *Apex1* in T cells in MRL^{lpr/lpr} mice prevents lupus development and reduces autoantibody production. **A**, Survival curves of *Lpr*, *Apex1*^{fl/fl} mice (n=7) and *Lpr-Apex1*^{fl/fl}*Cd4*^{Cre} mice (n=7). **B** and **C**, bar graphs showing proteinuria measurements (**B**) and representative H&E staining of glomeruli (**C**) of 16 weeks old female littermates of *Apex1*^{fl/fl} mice (n=6), *Lpr-Apex1*^{fl/fl}*Cd4*^{Cre} mice (n=8) and *Lpr-Apex1*^{fl/fl} mice (n=8). Scale bar represents 20μm. **D**, Autoantibodies heatmap of IgG against full array of 124 antigens measured in serum of *Apex1*^{fl/fl} mice (n=3), *Apex1*^{fl/fl}*Cd4*^{Cre} mice (n=3), *Lpr-Apex1*^{fl/fl} mice (n=4), *Lpr-Apex1*^{fl/fl}*Cd4*^{Cre} mice (n=5), each column represents individual mice in each group. The p value was calculated by Gehan-Breslow-Wilcoxon test for survival analysis (A) and one-way ANOVA (B). Data are representative of three independent experiments (C).

How the deposited data were processed for this re-analysis (not part of the article)

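RNA-seq was analysed for 6 libraries, 3 of naive CD4+ T cells and 3 of CD4+ T cells activated for 48 hours with anti-CD3/anti-CD28, mapped to their condition and replicate by the submitters' labels, the methods and the legend of Fig. 1B. The authors deposited values on a log2 scale, headed FPKM and named for the ComBat batch correction, for 14379 genes. They had aligned the reads to mm10 with HISAT2 2.0.5, assembled them with StringTie 1.3.3b and counted them with featureCounts 1.5.0-p3, as the methods and the submitters' processing notes say. The authors used DESeq2 for adjusted P values, a threshold of 1.5-fold and clusterProfiler for pathways. How the counts became the deposited log2 values, with which pseudocount and batches, is not given in the sources used here. The deposited table has no read counts, so the depth is unknown, no counting error can be given, and the planned count model was not run. Batch correction can lower the spread between libraries, and p-values measure only the spread left after it.

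Genes were tested when they lay at least 1 linear unit above the shared base value (3.97 on the linear scale) in at least 3 of the 6 libraries. The log2 values were fitted as deposited with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), with no covariate. P-values were adjusted by the Benjamini-Hochberg method over the 10173 genes, and a gene was called at an adjusted p under 0.05 and at least 1.5-fold. The procedure was tested on simulated data in which 200 genes changed by known folds, where it called 1 unchanged gene. *Apex1* was also tested by an exact two-sided permutation test. Over-representation of the higher or lower genes in a list was tested by a one-sided Fisher's exact test against all genes tested, adjusted over the lists; the test of lower genes was added after the design was written. The direction of each list was tested by camera in limma with a preset correlation of 0.01 and again with an estimated correlation. Lists were also set against 10000 random lists of the same size drawn from 20 bins of mean expression. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 prepared the tables and figures.

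The tests, their settings, 42 gene lists, the rule for naming genes and the alternatives were set before the data were examined, apart from those described as chosen after values were seen. The lists were written from general knowledge, 15 of them after the pathways of Supplemental Figure 1A, and hold 1231 genes, of which 1115 were in the table. The lists of replication-dependent histones and of mitochondrially encoded genes were not analysed here, and of oxidative phosphorylation, RNA polymerase, and amino acid and tRNA genes some members, mainly under older symbols, were not analysed here either. Genes named in the text are *Apex1*, *Apex2*, H2afx (not analysed here), *Trp53* and the base excision repair genes not shared with DNA replication. They are also, in each list described, up to 4 called genes with the largest change whose groups do not overlap and up to 2 with the largest change in the opposite direction, the 8 highest and 8 lowest log2 fold changes of all called genes whose groups do not overlap, and the cytokines the paper stains for with *Tcf7*, *Cxcr6* and *Cd44*. Some genes that the rule names are not reported here. Any other gene is said to be named after its values were seen. Gene positions come from the GENCODE annotation of GRCm38/mm10, matched by symbol.

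The alternatives were pseudocounts of 0.1 and 0.5 on the values above the base value, no filter on low values and a stricter filter of at least 5 units, quantile, median-of-ratios and upper-quartile scaling, limma without the trend, the replicate number as a block, each library left out in turn, a 2-fold threshold and none, over-representation of all changed genes, and the repair lists without the members they share with DNA replication. Added after seeing the data were a pseudocount of 1, the libraries with identical values averaged, the fit without naive replicate 3 and activated replicate 1, and a term for these 2 libraries.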

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

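Chosen only after values were seen were the test of libraries processed apart (found from the identical values and the fits without single libraries, though its bound was written before its own value was known), the test of scaling on the number of changed genes, the margins that leave scaling for the share of higher genes and naive replicate 3 open, and the rule that picked the gene lists at the end.

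The number of changed genes was 5370 of 10173, and the 10 ways to split the 6 libraries are too few for a share under 0.05: only 1 split, the real one, gave so many and the highest of the others gave 0. The tables argue against a spread made too small by the identical values. With each pair of such libraries averaged to 1 sample, 98.1% of the changed genes were called. For libraries processed apart, 5154 genes were called from naive replicates 1 and 2 against activated replicates 2 and 3. Of these, 98.6% had the same direction between naive replicate 3 and activated replicate 1 (87.7% also by at least 1.5-fold), above the bound of 75%. That bound assumes that these last libraries lie outside both sets and share one. The test cannot exclude this explanation, since the values were already batch-corrected with unknown batches. Such a correction can itself make the directions match. Moreover, *Rps27* stood at the base value in naive replicates 1 and 2, and its near-identical copy *Rps27rt* in activated replicates 2 and 3. This pattern, noticed only after the results were seen, goes with libraries processed apart, for these genes only. The tables also argue against scaling between libraries as the whole cause, since the 3 scalings called 5232 to 5294 genes, at least 89.1% of the changed genes among them and 0 with the opposite sign. For the share of higher genes scaling stays open, since that share moved by at most 9.53 percentage points, below the 10 points written in advance by less than the SD of 2.08 points over fits with 1 library left out. Activation, the biological explanation in the design, may account for the changes, which stays a hypothesis. The 6 libraries cannot tell activation apart from 48 hours in culture. Nor can they tell a change of expression apart from a change in which cells were present, as for the markers of other cell types.

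The base excision repair list held 22 higher genes of 32. Members shared with DNA replication do not account for it alone, since the unshared members were still over-represented (adjusted p = 0.0075, range over the alternatives set in advance 4.6e-04 to 0.11, lost with a 2-fold threshold and with all changed genes), nor does expression level, since 100% of 10000 random lists matched on mean expression held fewer higher genes. Correlation between the genes stays open (adjusted p = 0.47 with an estimated correlation), and a joint rise upon activation is a hypothesis.

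Naive replicate 3 stood apart from naive replicates 1 and 2, and cells of another type may be present in it: of 7 marker lists the myeloid one had a median log2 difference of 0.24 over 11 genes, above 99.92% of matched random lists, which passes the bound written in advance and by that rule alone would point to such cells. However, of its 5 most abundant members only *Ly6c2* (6.39, against 5.25 and 5.68 in naive replicates 1 and 2), *Lyz2* (5.57, against 4.19 and 5.21) and *Cybb* (3.81, against 3.04 and 3.44) were higher in it than in both others, and *Fcer1g* (4.34, against 3.87 and 4.55) and *Tyrobp* (3.56, against 3.50 and 4.28) were not, a requirement added after these values were seen that leaves the explanation open. Of the markers below the filter, *C1qc* (3.63 and 4.36 in naive replicates 1 and 2), *S100a9* (4.65 and 7.13) and *Camp* (2.97 and 4.73) stood at the base value in naive replicate 3. By contrast, *C1qa* (3.03, against 2.50 and 3.01) and *C1qb* (3.22, against 2.53 and 3.04) were not lower in it. *C1qa* and *C1qb* passed the filter and are among the 11 genes of that median. Since the markers went both ways, and *S100a9* is a neutrophil gene, they cannot decide whether other myeloid cells were present. All of these markers were named after their values were seen. T cells also express *Ly6c2*, and *Tyrobp* is also in the list of CD8 T cell and NK cell markers. The paper's methods describe naive CD4+ T cells isolated by FACS as the start of the cultures assessed by RNA-seq. Such a sort is meant to leave out myeloid cells. It does not exclude them here, since *C1qc*, *S100a9* and *Camp* lay above the base value in naive replicates 1 and 2. No biological explanation was tested, since the design gives none for a single library.

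The gene lists that follow lie outside the pathways the paper discusses, and each had a smaller adjusted p than base excision repair in one-sided Fisher's exact tests, with the same counts adjusted over the list alone. Of 43 ribosome biogenesis genes 41 rose and 0 fell, among them *Rrp9* (log2 fold change 2.77), *Gar1* (2.76) and *Nhp2* (2.69) (adjusted p = 2.7e-17, and in the camera test adjusted p = 0.47 with an estimated correlation). In activated replicate 1 the median of this list was 0.29 above the mean of the other activated libraries. Of 33 proteasome genes 31 rose and 0 fell, among them *Psmb5* (2.78) and *Psmb4* (2.23), but 19 rose after quantile normalization, where the median log2 fold change was 0.74 in place of 1.21 (adjusted p = 9.8e-13, and adjusted p = 0.32 with an estimated correlation). Of 29 nucleotide synthesis genes 25 rose and 2 fell, among them *Dut* (3.65) and *Tk1* (3.41), which make DNA precursors, with decreases in *Ctps2* (-1.81) and *Samhd1* (-1.49), an enzyme that breaks them down (adjusted p = 9.8e-09, and adjusted p = 0.47 with an estimated correlation), with a median 0.36 higher in activated replicate 1. Of 24 cholesterol synthesis genes 20 rose and 0 fell, among them *Pmvk* (3.09) and *Idi1* (2.36) (adjusted p = 1.0e-06, and adjusted p = 0.59 with an estimated correlation), and in activated replicate 1 the median of this list was 0.59 above the mean of the other activated libraries. Of 37 T cell activation genes 27 rose, with *Ccl4*, *Ccl3* and *Irf8* among them, and 2 fell, *Cd40lg* (-1.57) and *Prdm1* (-0.84) (adjusted p = 1.0e-06, and adjusted p = 0.47 with an estimated correlation), with a median 0.49 higher in activated replicate 1. Of 31 genes of naive T cells and quiescence 26 fell and 0 rose, with *Igfbp4* (-5.09), *S1pr1* and *Klf2* among them (adjusted p = 9.2e-12 for lower genes, and adjusted p = 0.47 with an estimated correlation), with a median 0.24 higher in naive replicate 3 and 0.30 higher in activated replicate 1 than the mean of the others of the group.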

How the results depend on the processing

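The alternatives called added were chosen after seeing the data. Over the 15 others that keep the thresholds and lists, 4881 to 6651 genes were changed and none with the opposite sign to the values as deposited. Leaving out each library in turn gave 5204 to 5458, the scalings 5232 to 5294 and the added alternatives 5154 to 6421. Without naive replicate 3 and activated replicate 1 (added), 91.0% of the changed genes were called. A 2-fold threshold gave 3094 changed genes, 1913 higher and 1181 lower, and adjusted p alone gave 7393, while no filter gave 5303 of 14061 genes tested. The 2-fold threshold lowered some counts of list members by over 1.5 times, among higher genes to 19 for nucleotide excision repair, 8 for base excision repair genes not shared with DNA replication, 4 for glycosylases, 7 for the Fanconi anemia pathway, 13 for cholesterol synthesis, 11 for oxidative stress defense and 6 for cytosolic ribosomal proteins, and among lower genes to 26 for T cell receptor signaling, 12 for apoptosis, 7 for cytosolic ribosomal proteins and 4 for regulatory T cell markers. Pseudocounts gave 10 lower myeloid markers (0.5), 5 higher end joining genes (0.1) and 3 lower T helper cytokines (each). Without naive replicate 3 and activated replicate 1 (added), 2 T helper cytokines and 2 erythroid and platelet markers were lower, and 2 B cell and 2 dendritic cell markers were higher. After quantile normalization the share higher among changed genes fell to 49.6%, which turned the balance of directions. That method gives every library the same distribution, so that a balanced share largely follows from it. It does not show which balance is true. The highest share over the 3 scalings was 53.8%. The log2 fold change of *Apex1* was 2.50 to 2.99 over the alternatives set in advance (adjusted p from 1.4e-09 to 1.3e-04), 2.61 to 2.94 with each library left out and 2.49 to 2.97 in the added ones. Of the 15 pathway lists 8 were over-represented among higher genes (7 to 11 over those set in advance) and camera with the preset correlation placed 7 or 8 of them upward, while none passed with an estimated correlation (adjusted p of 0.47 or more). DNA replication had 31 higher members in each alternative that keeps the thresholds and lists and 29 with a 2-fold threshold, and base excision repair 21 to 25 and 16 with that threshold, but 13 when members shared with DNA replication were left out, since fewer genes are then counted; its adjusted p was at most 0.024. With no filter or a 2-fold threshold, senescence and apoptosis passed. Of 1323 tests of lists for higher or lower genes under the alternatives set in advance, 1284 kept their call, 17 lost it and 22 gained it, and with no filter senescence also passed for lower genes (adjusted p = 0.036, range 0.036 to 1). Of 3166 comparisons for the 167 named genes beside *Apex1*, 3141 kept their call, 8 lost it, 17 gained it and 0 turned. The 9 genes were *Apex2*, *Mbd4*, *Lig3*, *Il17a*, *Trp53*, *H2-Aa*, *Xrcc1*, *Xrcc4* and *Xrcc5*. *H2-Aa* lost its call with no filter, without naive replicate 2 (-0.53) and without activated replicate 1 (-0.61), and *Xrcc4* without naive replicate 3 (-0.58), while *Mbd4* gained one without naive replicate 1 (0.60) or activated replicate 3 (0.60). No pairing by replicate number was visible in the deposited values. Deviations of libraries with the same number had correlations of -0.0077, -0.040 and -0.129, no library correlated best with its own number, and the replicate block gave 5383 changed genes. A pairing by experiment cannot be excluded, since batch correction could have removed a difference that paired libraries shared. The count model was not run because no counts were at hand, and without depth the precision of single values is unknown.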

Differences from the paper's values

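The paper's values here are -log10 adjusted p values of enrichment read by eye from Supplemental Figure 1A. The paper's methods describe enrichment of its called genes in KEGG pathways and mention no split by direction. The legend of that figure names gene set enrichment analysis instead. The values here come from lists written from general knowledge and a one-sided Fisher's exact test of higher genes, so that the measures are alike only in kind. For the p53 pathway the paper shows about 10 (Supplemental Figure 1A, read by eye) and the value here was 2.46. For senescence it shows about 7.1 and the value here was 1.17, for apoptosis about 6.3 against 0.60, and for HIF-1 signaling about 2.5 against 0.58 (all Supplemental Figure 1A, read by eye). For Th17 it shows about 5.5, for FoxO about 4.9, for T cell receptor signaling about 4.9 and for Th1 and Th2 about 4.5, and the value here was 0 for each of these (Supplemental Figure 1A, read by eye). None of the 17 alternatives set before the data were examined came within 1.5 times of the paper's value for these 8 lists. All of these alternatives tested higher genes or all changed genes. For lower genes, Fisher's exact test gave adjusted p values of 9.2e-06 for T cell receptor signaling and 9.8e-05 for FoxO. It gave 2.9e-04 for Th17 and 6.3e-04 for Th1 and Th2. These lie nearer to the paper's values than the 0 from the test of higher genes. For mismatch repair the paper shows about 4.0 (Supplemental Figure 1A, read by eye) and the value here was 2.42. The 7 of 18 alternatives without a difference were no filter, the quantile, median-of-ratios and upper-quartile scalings, the fits without activated replicate 1 or 3 and the 2-fold threshold, and the other 11 differed. For nucleotide excision repair it shows about 3.1 (Supplemental Figure 1A, read by eye) and the value here was 5.32, with no difference in 6 of 18 alternatives, namely pseudocounts of 0.1 and 0.5, the stricter filter, the fits without naive replicate 1 or 2 and the 2-fold threshold.

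Some lists were called under other settings: senescence with no filter (adjusted p = 5.1e-04), a 2-fold threshold (0.0030) or all changed genes (0.012), apoptosis with no filter (0.0032) or a 2-fold threshold (0.013), HIF-1 signaling with no filter (0.031) and FoxO signaling with all changed genes (0.038). Over the alternatives, which tested higher or all changed genes, the highest adjusted p was 0.49 for senescence, 0.51 for apoptosis, 0.36 for HIF-1 signaling and 1 for FoxO signaling. The lowest for lists called under none of them was 0.064 for T cell receptor signaling, 0.067 for Th17 and 0.073 for Th1 and Th2. The legend of Supplemental Figure 1A describes these pathways as highly induced in activated cells. For 11 of the 15 lists more genes rose than fell here, and for T cell receptor signaling (16 higher, 40 lower), FoxO signaling (21 higher, 39 lower), Th17 (17 higher, 33 lower) and Th1 and Th2 cell differentiation (14 higher, 28 lower) more genes fell. Within these lists *Il2*, *Ifng*, *Csf2*, *Tnf*, *Tbx21* and *Irf4* rose.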

Other observations

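Genes said to be named after their values were seen, and all comparisons in the last paragraph, were chosen only after the results were seen. In each of the groups of genes that follow, the counts adjusted over the list alone were the same. Of 25 homologous recombination genes 18 rose and 0 fell, among them *Eme1* (log2 fold change 2.43), *Rad54l* (2.22) and *Brca1* (1.92) (one-sided Fisher's exact test, adjusted p = 1.1e-04, but 0.077 with all changed genes in place of the higher ones, range over the alternatives set in advance 5.5e-07 to 0.077, and in the camera test adjusted p = 0.47 with an estimated correlation). Of 20 genes of the Fanconi anemia pathway 14 rose, among them *Fancd2* (2.01) and *Ube2t* (1.54), and the polymerase gene *Rev3l* fell by 1.01 (adjusted p = 0.0011, but 0.11 with a 2-fold threshold and 0.073 with all changed genes, range 2.0e-05 to 0.11, and adjusted p = 0.47 with an estimated correlation). Of 18 DNA damage checkpoint genes 9 rose, among them *Tipin* (2.81) and *Chek1* (2.48), and *Mdc1* fell by 0.71 (adjusted p = 0.13, but 0.015 with no filter and 0.040 after quantile normalization, range 0.015 to 0.59, and adjusted p = 0.59 with an estimated correlation). Of 11 genes of nonhomologous end joining 3 rose, *Poll*, *Xrcc6* (1.01) and *Xrcc5* (0.79), and *Xrcc4* fell by 0.67 (adjusted p = 1), although *Xrcc4* changed less than 1.5-fold without naive replicate 3 (-0.58) and *Xrcc5* after quantile normalization (0.58), and the sign of the list's median changed with the scaling.

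Of 22 glycolysis genes 15 rose and 0 fell, among them *Tpi1* (4.01) and *Pgam1* (3.33) (adjusted p = 0.0011, but 0.16 with all changed genes, range 2.05e-05 to 0.16, and adjusted p = 0.59 with an estimated correlation), and of 11 amino acid transport and tRNA charging genes 9 rose, among them the transporter genes *Slc7a5* (2.45) and *Slc1a5* (2.20) (adjusted p = 0.0020, but 0.088 with all changed genes, range 4.6e-04 to 0.088, and adjusted p = 0.59 with an estimated correlation). In activated replicate 1 the medians of these lists were 0.83 and 0.60 above the mean of the other activated libraries. Of 28 genes of oxidative stress defense 18 rose, among them *Txn1* (3.22), and 4 fell, which were *Txnip*, encoding a thioredoxin inhibitor (-4.38), *Nfe2l2* (-1.88), *Cat* (-1.83) and, named after its value was seen, *Glrx* (-0.72) (adjusted p = 9.6e-04, and adjusted p = 0.47 with an estimated correlation). Of 74 cytosolic ribosomal protein genes 10 rose and 18 fell (10 fell in the fit without naive replicate 3 and activated replicate 1, added after seeing the data), with *Rplp1* at 1.43 and *Rps24* at -1.52 (adjusted p = 1 for higher genes), their median lay -0.30 from the mean of the other activated libraries in activated replicate 1, and the sign of their median changed with the scaling, as it did for apoptosis. Of 20 immediate early genes, which also respond to handling of cells, 9 rose, among them *Atf3* (3.72), and 4 fell, which were *Zfp36* (-2.51), *Fos* (-1.63) and, named after their values were seen, *Btg2* (-1.46) and *Dusp1* (-1.43) (adjusted p = 0.23 for higher genes, but 0.044 with no filter and 0.013 with a 2-fold threshold, range 0.013 to 0.49), with a median 0.31 higher in activated replicate 1.

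In naive replicates 1 and 2, *Rps27* stood at the base value and its near-identical copy *Rps27rt* at 14.21 and 14.06, while in activated replicates 2 and 3 *Rps27* was at 13.78 and 13.69 and *Rps27rt* at the base value. Naive replicate 3 and activated replicate 1 held both, with *Rps27* at 12.02 and 11.32 and *Rps27rt* at 7.31 and 6.27. Genes at the base value in naive replicates 1 and 2 and more than 1 log2 unit above it in naive replicate 3 numbered 5, with 2 of the opposite pattern, and for activated replicates 2 and 3 against activated replicate 1 the counts were 3 and 1. Naive replicate 3 was higher than the mean of the other naive libraries in the interferon-induced genes *Ifit3* (1.23), *Ifit1* (1.15) and *Oasl2* (1.07) and in *Cxcr4* (1.38). Activated replicate 1 was higher than the mean of the other activated libraries in *Asns* (1.98), *Trib3* (1.92) and *Chac1* (1.65), genes of the response to amino acid stress, and lower in the chemokine genes *Xcl1* (-2.75) and *Ccl1* (-2.12). In naive replicate 2 the neutrophil gene *S100a9* was at 7.13, against 4.65 in naive replicate 1 and the base value in the other 4 libraries, and the hemoglobin gene Hba-a1 was at 5.99, against 3.23 and 3.50 in the other naive libraries.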
